# Embryonic mesothelial-derived hepatic lineage of quiescent and heterogenous scar-orchestrating cells defined but suppressed by WT1

**DOI:** 10.1038/s41467-019-12701-9

**Published:** 2019-10-15

**Authors:** Timothy James Kendall, Catherine Mary Duff, Luke Boulter, David H. Wilson, Elisabeth Freyer, Stuart Aitken, Stuart John Forbes, John Peter Iredale, Nicholas Dixon Hastie

**Keywords:** Mechanisms of disease, Cell lineage, Liver fibrosis

## Abstract

Activated hepatic stellate cells (aHSCs) orchestrate scarring during liver injury, with putative quiescent precursor mesodermal derivation. Here we use lineage-tracing from development, through adult homoeostasis, to fibrosis, to define morphologically and transcriptionally discreet subpopulations of aHSCs by expression of *WT1*, a transcription factor controlling morphological transitions in organogenesis and adult homoeostasis. Two distinct populations of aHSCs express *WT1* after injury, and both re-engage a transcriptional signature reflecting embryonic mesothelial origin of their discreet quiescent adult precursor. *WT1*-deletion enhances fibrogenesis after injury, through upregulated Wnt-signalling and modulation of genes central to matrix persistence in aHSCs, and augmentation of myofibroblastic transition. The mesothelial-derived lineage demonstrates punctuated phenotypic plasticity through bidirectional mesothelial-mesenchymal transitions. Our findings demonstrate functional heterogeneity of adult scar-orchestrating cells that can be whole-life traced back through specific quiescent adult precursors to differential origin in development, and define *WT1* as a paradoxical regulator of aHSCs induced by injury but suppressing scarring.

## Abstract (web summary)

Activated hepatic stellate cells of putative mesodermal origin orchestrate scarring during injury. Here, the authors define a discrete morphologically plastic lineage of embryonic mesothelial-derived scar-orchestrating cells, through a distinct quiescent adult precursor, defined and paradoxically inhibited by WT1.

## Introduction

Activated hepatic stellate cells (aHSCs) are the predominant scar-orchestrating myofibroblasts (MFBs) in fibrotic liver injury^1^ and have a critical role in primary liver carcinogenesis^2^. These mesenchymal cells derive from activation of perivascular quiescent HSCs (qHSCs)^3^. qHSCs are defined by retinoid storage but have diverse roles including vascular control^4^ and immunomodulation^5,6^. Activation of qHSCs involves retinoid remodelling, increased fibrogenic gene expression, and proliferation^7^.

Most fibrosis in adult chronic liver disease is within the deep parenchyma. A small proportion of subcapsular MFBs derive from the adult WT1-positive mesothelium after injury but the relevance of this is unclear^8^. A proportion of qHSCs in development originate from the mesoderm^9^ via hepatic mesothelium^10^. However, there remains uncertainty about the origin and heterogeneity of the majority of deep parenchymal aHSCs after adult injury and the functional significance of the developmental origin.

The hepatic mesothelium in both development and adulthood is characterised by Wilms’ Tumour 1 (*WT1*) expression^11^. *WT1* is a transcription factor with a critical role in organogenesis in both development^12^ and adult homoeostasis^13^. Critically, *WT1* regulates significant morphological plasticity, controlling mesenchymal states and, in many cases, defining mesenchymal origin^14,15^.

Given the relationship between mesenchyme and *WT1*, we examine *WT1* expression by HSCs in fibrotic liver disease. We define discreet populations of aHSCs whose origin we trace through adult precursors back to their ultimate embryological source. We show that mesothelial origin in development defines a specific population of qHSCs that is the precursor for distinct populations of aHSCs after adult injury. Further, *WT1* deletion permits morphological transition to a MFB phenotype and enhances fibrotic response in an in vivo model of pericentral fibrosis, defining *WT1* as a paradoxical negative regulator of fibrogenic capacity during injury.

## Results

### Embryonic origin defines two discrete populations of qHSCs

We sought to trace mesothelial-derived qHSCs from development through adult homoeostasis into injury to determine the full generational pathway of the most important scar-orchestrating cells. Developmental labelling was induced in WT1^CreERT2/+^;Ai14 mice at embryonic (E) day 10.5 (Fig. 1a), a time point restricting labelling in the liver to the mesothelium^10,16^. Labelled uninjured livers were stained for the lineage label (RFP) and an HSC marker (platelet-derived growth factor β (PDGFRβ), Fig. 1b). A subpopulation of 68.4 ± 3.46% of deep parenchymal qHSCs was lineage labelled (mean ± s.e.m, *n* = 3 animals). No RFP-positive cells were present in animals from control litters that had not received maternal tamoxifen administration.

**Fig. 1:**
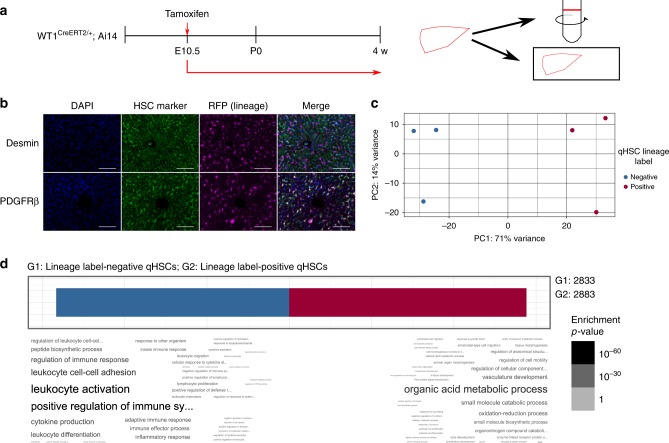
Functionally distinct subpopulations of qHSCs derive from alternative embryological origins. **a** Lineage labelling of hepatic mesothelial cells and their progeny was induced at E10.5 in WT1^CreERT2/+^;Ai14 animals, and qHSCs isolated or livers examined in adulthood. **b** Adult WT1^CreERT2/+^;Ai14 livers, labelled at E10.5, were stained for lineage label (RFP) and qHSC markers (desmin and PDGFRβ); 68.4 ± 3.46% qHSCs were lineage label positive (mean ± s.e.m., *n* = 3, scale bars 100 μm). **c** The presence of the lineage label was the major component describing variation in differentially expressed genes between lineage-labelled and unlabelled populations of qHSCs isolated from adult WT1^CreERT2/+^;Ai14 livers (*n* = 3), labelled at E10.5. **d** GO term analysis of differentially expressed genes between lineage-labelled and unlabelled qHSCs showed distinct functional profiles depending on origin

qHSCs were isolated by density centrifugation from the livers of additional uninjured animals. Lineage label (RFP)-positive and -negative qHSCs were analysed by flow cytometry; 50.2 ± 3.8% were lineage-label positive (*n* = 11 animals). Representative samples were used for RNAseq (*n* = 3 animals). 

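RNA was sequenced from 6 samples, the lineage label-positive and the lineage label-negative qHSCs of 3 uninjured animals in which labelling had been induced at E10.5. The sample labels give these animals as male, whereas the paper's Methods give female animals for adult qHSC isolation after labelling at E10.5. The authors mapped the reads with bowtie 2 and tested differential expression with Cuffdiff2 at an adjusted p-value threshold of 0.05. For each gene called at that threshold the deposited values are 1 FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) for each group, together with the authors' log2 fold change, p-value and q-value. The values combine the 3 samples of a group, so no spread between animals can be given for any of them and the read depth is unknown. Because both fractions came from the same animals, a paired comparison would have been possible with values per sample, which were not used here. Changes were expressed as the log2 ratio of the authors' group FPKM, label-positive over label-negative, which differed from the log2 fold change in the authors' deposited table by at most 1.6e-05. Significance is the authors' q-value throughout. Genes that were not called have no row, so the data show in which direction called genes differ and not which genes are unchanged.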

Principle component analysis demonstrated the separation of samples into two groups, with lineage label-status representing the dominant principal component (Fig. 1c). A total of 5716 genes were differentially expressed (Supplementary Data 1), corresponding to differential activation of 80 KEGG pathways (Supplementary Data 2).

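The authors' deposited table held 5716 rows, of which 2883 were higher in lineage label-positive and 2833 higher in lineage label-negative qHSCs. The largest q-value in the authors' deposited table was 0.0499, and 2921 rows shared its smallest p-value of 5e-05. In 132 rows one of the groups was listed at 0, and in 632 rows both groups had an FPKM below 1. With the q-value threshold lowered to 0.01, the alternative that moved the number of genes most, 4368 rows remained, 2159 of them higher in label-positive cells. The 5 largest rises in label-positive qHSCs, ranked on log2(FPKM + 1), were those of Mup20, Car3, Uox, Arg1 and Fabp1. The authors' group FPKM of Fabp1 was 24.1 in label-negative and 478 in label-positive cells, and that of Car3 was 13.4 and 337. The 5 largest falls were those of the short T cell receptor joining segments Trbj1-3, Trbj1-4, Traj12, Trgj1 and Traj11, all listed at 0 in label-positive cells. Trbj1-3 had an FPKM of 9235 in label-negative cells. FPKM divides by length, so a large value for a short segment can rest on few reads. The copy of Supplementary Data 2 used here lists 81 pathways, against the paper's 80, and gives the whole list of called genes for 58 of them. All 2271 gene identifiers listed for these 58 pathways were matched to called genes. More of a pathway's called genes were lower than higher in label-positive cells in 30 pathways, and more were higher in 25. Of the 35 pathways that Supplementary Data 2 gives as inhibited, 23 had more lower than higher genes, and of the 23 given as activated, 15 had more higher than lower genes.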

In lineage label-positive qHSCs, gene ontology (GO) terms relating to morphogenesis and development were overrepresented (Fig. 1d), particularly those associated with the vasculature (‘vasculature development’, ‘endothelial cell migration’, ‘endothelium development’, and ‘circulatory system process’). In contrast, the lineage label-negative population was overrepresented by GO terms for responses to inflammation and immune regulation.

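Of 21 genes typical of liver sinusoidal endothelial cells, listed before the data were examined, 19 were called and all 19 were higher in lineage label-positive qHSCs. Among the other called genes 2864 were higher and 2833 lower (two-sided Fisher's exact test across genes, p = 3.8e-06, adjusted p = 1.9e-05 with Benjamini-Hochberg adjustment over the 10 lists tested). Genes are not independent replicates, so this p-value describes the list and not the animals. The log2 ratios of the 19 genes lay between 1.28 for Egfl7 and 1.86 for Lyve1, with a median of 1.45. The authors' group FPKM of Stab2 was 309 in label-negative and 845 in label-positive cells. That of Kdr was 272 and 848, and that of Clec4g, the most abundant gene of the list, was 1022.5 and 2787. Each of these 3 genes had a q-value of 3.6e-04 in the authors' deposited table.

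**Figure D1:**
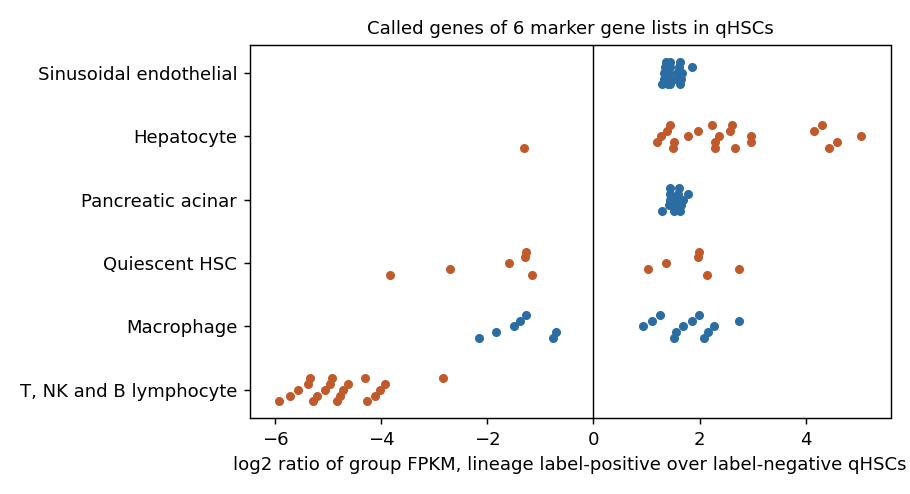
Log2 ratio of the authors' group FPKM, lineage label-positive over label-negative qHSCs, for the called genes of 6 marker gene lists. Each point is 1 gene and the vertical line marks equal FPKM. The 19 endothelial genes lie between 1.28 and 1.86, the 20 lymphocyte genes between -5.92 and -2.84, and the 19 macrophage genes on both sides of the line.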

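All 20 genes of a list typical of T, NK and B lymphocytes were called, and all 20 were higher in lineage label-negative qHSCs (two-sided Fisher's exact test against the other called genes, p = 7.7e-07, adjusted p = 7.7e-06). Their median log2 ratio was -4.88. The authors' group FPKM of Cd3e was 101 in label-negative and 3.68 in label-positive cells, that of Cd79a was 184 and 3.51, and that of Nkg7 was 254 and 9.71. Among 19 called macrophage genes 7 were higher in label-negative and 12 higher in label-positive cells, a split that did not differ from that of the other called genes (adjusted p = 0.449, the same test). Lyz2, with an FPKM of 1283 and 289, and Cybb, with 91.9 and 25.8, were higher in label-negative cells. Clec4f, with an FPKM of 34.2 in label-negative and 166 in label-positive cells, and Marco, with 4.82 and 32.4, went the other way. Of 17 called genes among the fibrogenic genes of Supplementary Table 8, which include many chemokines, 15 were higher in label-negative cells (adjusted p = 0.0024, the same test). Ccl4 had a q-value of 3.6e-04 in the authors' deposited table, and its group FPKM was 155 in label-negative and 28.6 in label-positive cells.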

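Values were compared for the 21 collagen and 8 laminin genes that the paper lists in its supplement. In both lineage label-positive and lineage label-negative qHSCs the authors' group FPKM was above 0 for all 29 genes. The finite log2 fold changes that the paper lists for these genes already imply this. It was at least 1 in both groups for 22 genes, 15 collagens and 7 laminins. The FPKM was below 1 in label-positive cells for 7 genes and in label-negative cells for 5. The most abundant collagen was Col4a1, with an FPKM of 75.8 in label-negative and 230 in label-positive cells, and the most abundant laminin was Lamb2, with 38.6 and 98.2. Col1a1 had an FPKM of 7.28 in label-negative and 2.63 in label-positive cells, and Col1a2 had 13.7 and 4.49.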

qHSCs are the major source of extracellular matrix (ECM) in the normal space of Disse, and expression of collagen and laminin by both lineage label-positive and -negative qHSCs was confirmed. However, the ECM components expressed by lineage label-positive and -negative cells were separate and complementary (Supplementary Table 1).

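Of the 29 genes 13 were higher in lineage label-positive and 16 in lineage label-negative qHSCs. The 13 genes higher in label-positive cells included Col4a2, with a log2 ratio of 1.55, Col13a1, with 1.40, and Lama4, with 1.65. The 16 genes higher in label-negative cells included Col6a1, with a log2 ratio of -1.51, Col6a2, with -1.62, and Lamb1, with -2.18. The absolute log2 ratio was at least 2 for 5 genes, all higher in label-negative cells. The largest, that of Col6a4 at -5.53, rests on an FPKM of 1.29 in label-negative and 0.0280 in label-positive cells. The split of 13 against 16 did not differ from that of the other called genes (two-sided Fisher's exact test across genes, adjusted p = 0.645), and the list was chosen by the study on these samples. The paper, citing Supplementary Table 1, describes the ECM components of label-positive and label-negative cells as separate and complementary.

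**Figure D2:**
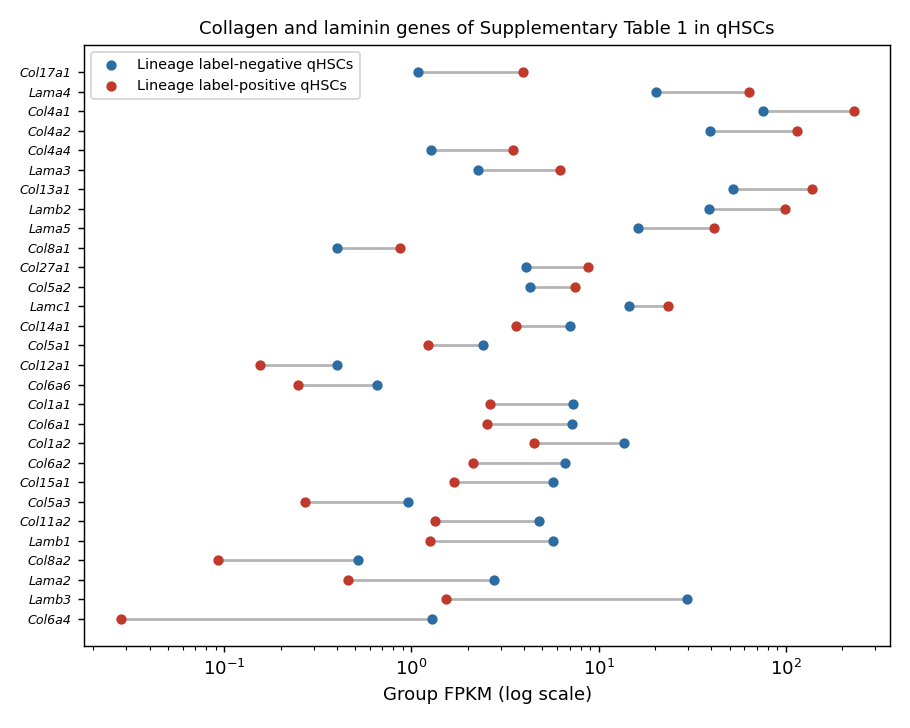
The authors' group FPKM, on a log scale, of the 29 collagen and laminin genes of Supplementary Table 1 in lineage label-negative and label-positive qHSCs. Each pair of points joined by a line is 1 gene, ordered by log2 ratio. The 13 genes at the top are higher in label-positive cells and the 16 below them higher in label-negative cells, and both groups have a value above 0 for every gene.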

### Injury activates WT1-positive cells of mesothelial lineage

Adult male WT1^CreERT2/+^;Ai14 offspring, labelling induced at E10.5, were chronically injured with carbon tetrachloride (CCl_4_) injection (Fig. 2a). Livers were stained for the lineage label (RFP) and α-smooth muscle actin (αSMA); a subpopulation representing 53.7 ± 10.4% of aHSCs carried the lineage label (*n* = 5 animals).

**Fig. 2:**
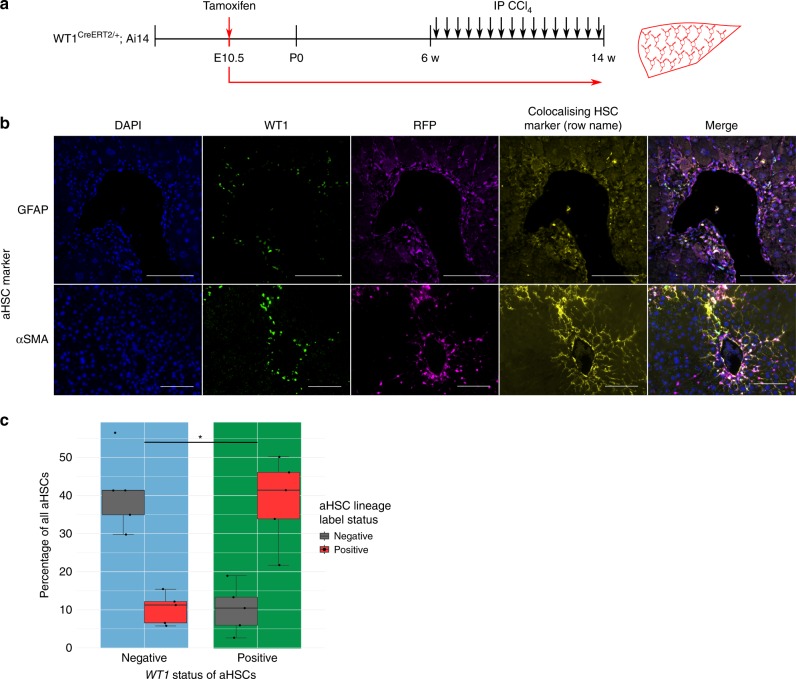
Adult injury induces a population of WT1-positive cells by activation of qHSCs that derive from the embryonic hepatic mesothelium. **a** Lineage labelling of hepatic mesothelium-derived cells was induced at E10.5 in a further cohort of WT1^CreERT2/+^;Ai14 animals and fibrosis induced by iterative injury with CCl_4_. **b** Lineage-labelled cells after injury were confirmed to be aHSCs by confocal microscopy demonstrating colocalization of the lineage label (RFP—lilac) with the HSC marker GFAP (yellow). Activated lineage-labelled cells were quantified after staining of injured livers for WT1 (green), lineage label (RFP—lilac), and αSMA (yellow) to demonstrate a population of WT1-positive activated cells originating from mesothelial-derived qHSCs. **c** 78.1 ± 5.3% of WT1-positive cells were lineage labelled, compared with 20.5 ± 3.7% of WT1-negative cells (Welch two-sample *t*-test *t*(7.144) = −7.9601, *p = 8.437 × 10^–5^, *n* = 5 animals, data are represented as individual points with median (centre line), first and third quartiles (lower and upper box limits), 1.5× interquartile range (whiskers). Scale bars 100 μm

Given this indicated origin by activation of qHSCs derived from the WT1-positive mesothelium, and the association of WT1 with morphological plasticity, livers were further stained for WT1 alongside the lineage label (RFP) and either another HSC marker (glial fibrillary acidic protein (GFAP)) or αSMA (Fig. 2b). In uninjured control liver, there were no WT1-positive cells within lobules (Supplementary Fig. 1); only the hepatic mesothelium and rare cells located immediately beneath were WT1-positive. After injury, the lineage-label persisted in colocalizing with the HSC marker, but pericentral cells in the areas of scarring were WT1-positive; 78.1 ± 5.3% of WT1-positive αSMA-positive cells carried the lineage label compared with 20.5 ± 3.7% of WT1-negative αSMA-positive cells (Fig. 2c; Welch two-sample *t*-test *t*(7.144) = −7.9601, *p* = 8.437 × 10^–5^, 10 fields/animal, *n* = 5 animals). Given the efficiency of both Cre-labelling and identification of labelled cells by immunofluorescence, this indicates extensive overlap between cells from a mesothelial-derived lineage and WT1-positive cells after injury, and their membership of a common lineage.

### *WT1* expression defines an aHSC subpopulation in fibrosis

To characterise the WT1-positive αSMA-positive cells in injured liver further, fibrotic tissue from a range of injury models was examined. Large numbers of WT1-positive cells were present in fibrotic liver in all models of injury. WT1-positive cells were present in models with pericentral injury (CCl_4_, Fig. 3a), mixed portal and lobular injury (thioacetamide (TAA)), and biliary injury (bile duct ligation (BDL) and 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) diet, Supplementary Fig. 1).

**Fig. 3:**
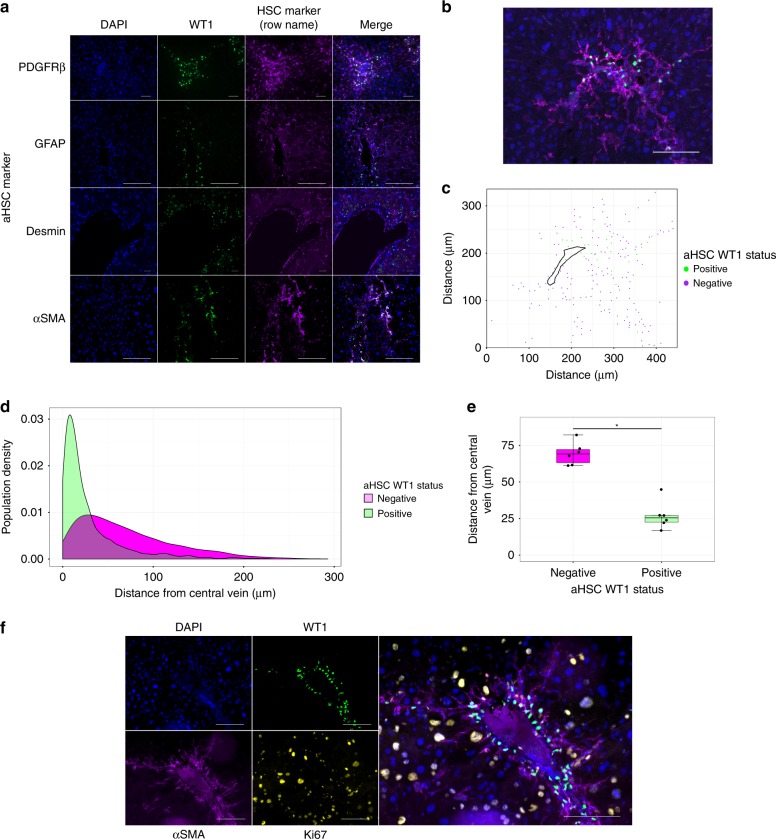
Subpopulations of aHSCs defined by WT1 expression are distributed differentially within hepatic scars and show differences in cell cycling. **a** WT1-positive cells are present in murine liver injured by CCl_4_ injection, colocalizing with markers of aHSCs (rows show colocalized staining with PDGFRβ, GFAP, desmin, and αSMA). Scale bars 100 μm. **b** The nuclear position of WT1-positive and WT1-negative aHSCs, and hepatic vein profile were marked in each image of liver from animals chronically injured with CCl_4_ to allow quantification of the fibrospatial distribution of aHSCs (**c**). Scale bars 100 μm. **d** The distances from nuclei to central vein were calculated for each biological replicate, demonstrating different distributions within hepatic scars of WT1-positive and WT1-negative aHSCs (representative density distribution plot, bootstrapped Kolmogorov–Smirnov test *p* < 0.00001). **e** The mean distances of WT1-positive and WT1-negative aHSCs to the central vein, on a per animal basis, were calculated to show that WT1-positive cells were significantly closer to central vein profiles (*, Welch two-sample *t*-test, *t*(9.6195) = 8.4046, *p* = 0.0000098, *n* = 6). Data are represented as individual points with median (centre line), first and third quartiles (lower and upper box limits), 1.5× interquartile range (whiskers). **f** Livers injured with chronic CCl_4_ injection were stained for WT1, Ki67, and αSMA. Ki67 immunopositivity was significantly greater for WT1-negative compared with WT1-positive aHSCs (Welch two-sample *t*-test, *p* < 0.001, 20.3 ± 0.9% versus 1.9 ± 0.7%, 10 pericentral fields/animal, *n* = 3). Scale bars 100 μm

WT1-positive cells were present within areas of fibrosis corresponding to the model-specific pattern of injury. For example, after chronic injury with CCl_4_, WT1-positive cells were located pericentrally, but no WT1-positive cells were present within or adjacent to the uninjured portal tracts (Supplementary Fig. 1).

WT1 immunopositivity was restricted to cells expressing αSMA, GFAP, desmin, and PDGFRβ), identifying them as aHSCs (Fig. 3a). There was no expression in cells expressing cytokeratins, or with hepatocellular or biliary epithelial morphology (Supplementary Fig. 1).

Human liver with a spectrum of fibrotic diseases was examined (Supplementary Fig. 1). Within the parenchyma, *WT1* expression was restricted to αSMA-positive cells within hepatic scars in all cases.

### aHSC populations vary in distribution and cell-cycle state

We sought to determine the topographical distribution of subpopulations of aHSCs, defined by WT1-status, within scars. Sections of liver from wild-type animals chronically injured with CCl_4_ were stained for WT1 and αSMA; 45.6 ± 2.3% of pericentral αSMA-positive aHSCs were WT1 positive; 92.6 ± 1.6% of WT1-positive cells were αSMA positive (1405 αSMA-positive cells counted, 10 fields total, *n* = 3 animals). Only rare pericentral WT1-positive cells were αSMA negative.

The nuclear positions of WT1-positive and WT1-negative aHSCs were marked, and the central vein circumference defined (10 pericentral fields/animal, *n* = 6 animals). The distance of each αSMA-positive cell nucleus to the closest point on the central vein circumference was calculated (Fig. 3b and c). The WT1-positive subpopulation of aHSCs was present throughout scars but a significantly larger proportion was closer to central veins compared with more evenly distributed WT1-negative aHSCs (Fig. 3d, bootstrapped Kolmogorov–Smirnov test for each animal, *p* < 0.00001). The mean distance of WT1-positive aHSCs to central vein was 27.0 ± 9.6 μm compared with 69.4 ± 7.8 μm for WT1-negative cells (Fig. 3e, Welch two-sample *t*-test, *t*(9.6195) = 8.4046, *p* = 0.0000098).

Sections of liver from wild-type animals chronically injured with CCl_4_ were also stained for Ki67 alongside WT1 and αSMA. The proportion of aHSCs immunopositive for the proliferation marker Ki67 was significantly greater for WT1-negative compared with WT1-positive aHSCs (Fig. 3f, Welch two-sample *t*-test *p* < 0.001, 20.3 ± 0.9% versus 1.9 ± 0.7%, 10 pericentral fields/animal, *n* = 3 animals).

### Acute injury rapidly induces WT1-positive aHSC populations

De novo activation of qHSCs was induced in wild-type animals by a single CCl_4_ injection (0.25 μl g^−1^ body weight). Rare WT1-positive aHSCs were present 3 days after injury (0.33 ± 0.33 WT1-positive cells/10 central vein profiles/animal) and in larger numbers after 7 days (104.67 ± 4.67 WT1-positive cells/10 central vein profiles/animal, *n* = 3 animals).

A larger dose of CCl_4_, causing greater hepatocellular necrosis (Supplementary Fig. 2), induced more abundant WT1-positive cells 3 days after injury. There was a strong positive correlation between administered dose and WT1-positive cell number (Spearman’s rank correlation *r*_s_ = 0.8911, *p* = 0.01713, *n* = 3 animals, Supplementary Fig. 2).

### WT1 defines morphologically distinct aHSC subpopulations

To allow the morphological properties of aHSC subpopulations to be examined, an in vitro model of activation by culture on plastic was used. A green fluorescent protein (GFP) reporter line (WT1^GFP/+^) allowed isolation of WT1-positive cells^17^. qHSCs from livers of uninjured WT1^GFP/+^ mice were isolated by field-standard density centrifugation based upon buoyancy that reflects the lipid content specific to HSCs. Cells derived by this method are accepted as meriting designation as HSCs. Isolated cells were cultured on plastic for 7 days to full activation.

By flow cytometry, <0.1% of viable cells present immediately after isolation but before activation by culture on plastic were GFP positive (Supplementary Fig. 3). In fully activated cultures, 30.4 ± 4.6% of cells were WT1 positive (*n* = 12 animals). Within the WT1-positive population, two distinct populations were identified; 49.3 ± 6.7% of WT1-positive cells were GFP-high and the remainder GFP-intermediate (Fig. 4a).

**Fig. 4:**
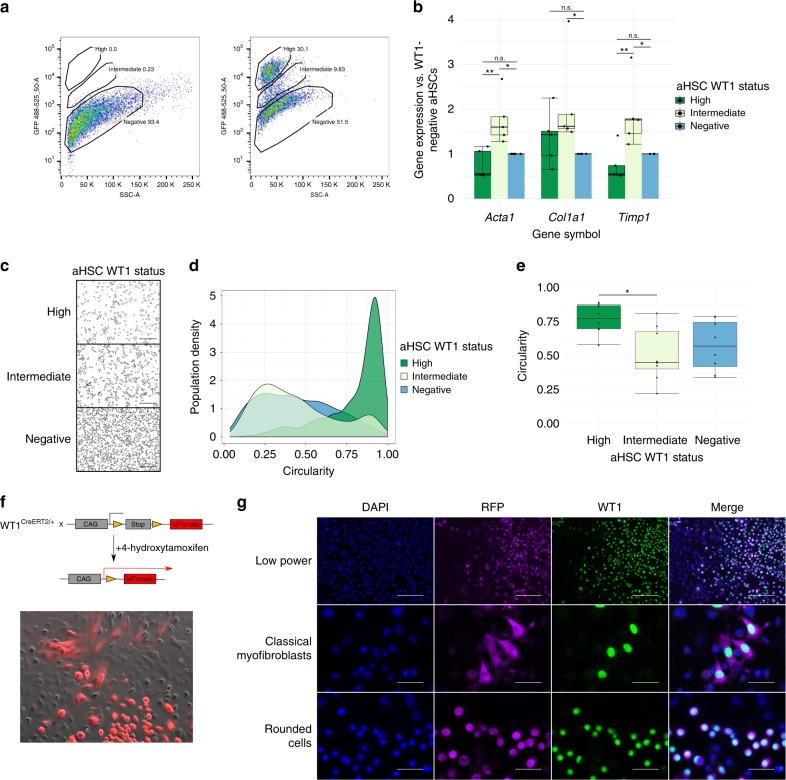
WT1 expression defines morphologically distinct subpopulations of aHSCs. **a** Quiescent HSCs from WT1^GFP/+^ animals were activated by 7 days of culture on plastic and examined by flow cytometry, demonstrating three distinct subpopulations based on GFP expression (wild-type cells left panel, WT1^GFP/+^ cells right panel, representative plots with population percentages). **b** All three subpopulations were profibrogenic but the WT1-intermediate population demonstrated enhanced fibrogenic gene expression (one-way ANOVA *(Acta1* *F*(2,12) = 11.72, *p* = 0.0015; *Timp1* *F*(2,12) = 11, *p* = 0.0019; *Col1a1* *F*(2,12) = 4.496, *p* = 0.0349; post-hoc Tukey, *< 0.05, ** < 0.01, *n* = 5, *n*,s *p* > 0.05). Data are represented as individual points with median (centre line), first and third quartiles (lower and upper box limits), 1.5× interquartile range (whiskers). **c** WT1-high aHSCs are round in profile, whilst WT1-intermediate and WT1-negative cells are myofibroblast-shaped. Scale bars 100 μm. **d** Representative population distribution of ‘circularity’ from a single cell preparation. **e** The circularity of subpopulations of aHSCs based on WT1 status was significantly different; post-hoc Tukey testing indicated that the circularity of WT1-high cells was significantly different to that of WT1-intermediate cells (*, one-way ANOVA *F*(2,21) = 4.997, *p* = 0.0168, *n* = 8). Data are represented as individual points with median (centre line), first and third quartiles (lower and upper box limits), 1.5× interquartile range (whiskers). **f** Morphologically biphasic WT1-positive cells in unsorted aHSC cultures of 4-hydroxytamoxifen-treated WT1^CreERT2/+^;Ai14 cells, subsequently fixed and stained for RFP and WT1 (**g**, scale bars 200 μm (upper row), 50 μm (middle and lower rows), representative of three biological replicates)

*WT1* expression of sorted subpopulations by qPCR correlated with GFP intensity (Spearman’s rank correlation *r*_s_ = 0.962, *p* = 1.009 × 10^–8^, *n* = 5 animals, Supplementary Fig. 3). All subpopulations expressed the well-characterised fibrogenic activation markers *Acta1*, *Timp1*, and *Col1a1* (Fig. 4b). For each gene, there was a statistically significant difference between groups determined by one-way ANOVA (*Acta1* *F*(2,12) = 11.72, *p* = 0.0015; *Timp1* *F*(2,12) = 11, *p* = 0.0019; *Col1a1* *F*(2,12) = 4.496, *p* = 0.0349). The WT1-intermediate subpopulation showed higher expression by post-hoc Tukey testing (*p* < 0.05).

The number of mesothelial cells from the surface monolayer is low compared to the diffuse parenchymal population of qHSCs, making it highly unlikely that mesothelial cells could significantly contaminate a selective HSC isolation. Further, there is no cogent biological reason for mesothelial cell buoyancy to permit contamination of the HSC isolate. However, we sought to exclude the possibility of mesothelial contamination by labelling the surface of the liver prior to liver digestion. qHSCs were isolated from WT1^GFP/+^ animals after permanent fluorescent labelling of surface mesothelial cells in vivo (*n* = 3 animals, Supplementary Fig. 3). Labelled contaminating cells were not found in cultures of isolated HSCs during activation.

WT1-defined subpopulations of aHSCs from further WT1^GFP/+^ animals, generated by culture on plastic, were obtained by FACS. The WT1-high, WT1-intermediate, and WT1-negative subpopulations were plated separately back onto plastic and allowed to adhere overnight.

WT1-high cells were round, whilst WT1-intermediate and WT1-negative cells were classical MFB-shaped (Fig. 4c). Morphometric analysis confirmed that the population distribution of WT1-high aHSC ‘circularity’ was distinct from that of both WT1-intermediate and WT1-negative aHSCs (Fig. 4d, *p* < 0.0001, boot-strapped Kolmogorov–Smirnov test for each replicate). Using multiple biological replicates, a statistically significant difference in mean cell circularity between groups was confirmed (Fig. 4e, one-way ANOVA *F*(2,21) = 4.997 *p* = 0.0168, *n* = 8 animals).

To exclude the possibility that morphological differences were a biophysical artefact of isolation by FACS, the morphology of unsorted populations was examined using a WT1^CreERT2/+^;Ai14 reporter line^18,19^ (Fig. 4f). RFP expression in aHSCs was evident in half the cultured cells 24 h after Cre induction at 6 days of culture on plastic. Two morphologies of labelled cells were evident, rounded and classical MFB-shaped. In contrast, most WT1(RFP)-negative cells were classical MFB-shaped. Similarly treated cells were fixed and stained for WT1 and RFP to confirm efficient label induction in WT1-positive cells and demonstrate the two distinct populations of WT1-positive aHSCs (Fig. 4g).

### *WT1* status defines discrete aHSC transcriptional profiles

To examine subpopulations of aHSCs in vivo, a cohort of adult male WT1^GFP/+^ mice were chronically injured with CCl_4_ (Fig. 5a). The two distinct populations of WT1-positive cells present after activation in vitro were confirmed in vivo by flow cytometry of freshly isolated HSCs from fibrotic liver (Fig. 5b); the WT1-positive subpopulations represented a much smaller proportion of all isolated HSCs, as expected, given the presence in the buoyant HSC fraction of the large majority of qHSCs from uninjured parenchyma in addition to the WT1-negative aHSCs. The transcriptomes of in vivo injury-generated WT1-positive subpopulations was examined by microarray (*n* = 3 animals).

**Fig. 5:**
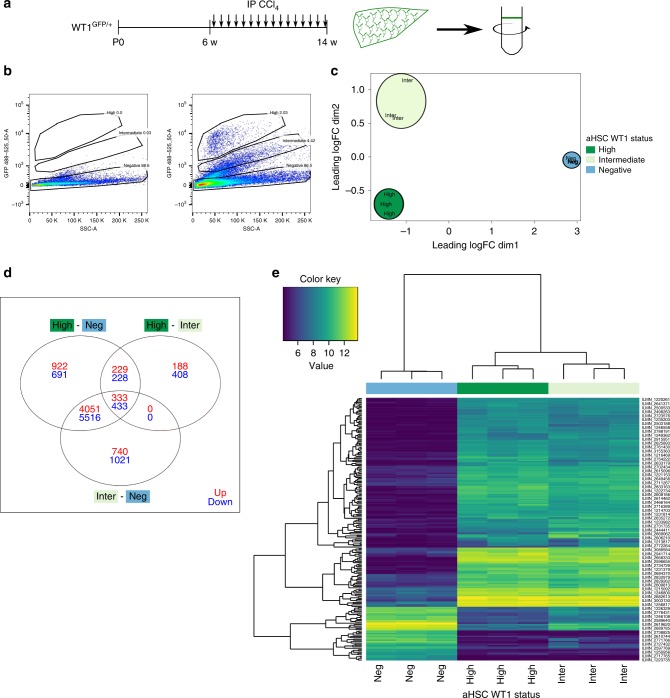
Subpopulations of aHSCs defined by WT1 expression in chronic fibrotic injury in vivo are transcriptionally distinct. **a** WT1^GFP/+^ animals were iteratively injured with CCl_4_ to induce HSC activation and fibrosis prior to isolation of subpopulations defined by WT1(GFP) expression by flow cytometry (*n* = 3 animals). **b** Subpopulations of WT1(GFP)-high and WT1(GFP)-intermediate were present within the isolated HSC fraction from injured WT1^GFP/+^ animals (right panel) but not injured wild-type animals (left, representative plots with population percentages). **c** A multi-dimensional scaling plot of gene expression after microarray analysis of WT1-positive in vivo activated and WT1-negative in vitro aHSCs demonstrated separation based on WT1(GFP) expression. **d** Over and underexpressed probes between subpopulations of aHSCs determined by fitting of a linear model. **e** Hierarchical clustering independently separated subpopulations into groups defined by WT1 expression

A multi-dimensional scaling plot of raw expression data demonstrated clustering of aHSC populations based on *WT1* status (Fig. 5c). Hierarchical clustering independently separated populations into groups defined by *WT1* expression, with the WT1-high and WT1-intermediate subpopulations of aHSCs more closely related to one another than either was to the WT1-negative population (Fig. 5d, e, Supplementary Tables 2–7, Supplementary Data 3–5).

The top overexpressed genes in both WT1-positive populations included part of a mesothelial gene signature (*Dmkn*, *Upk1b*, *Upk3b*, *Msln*, *Gpm6a*)^20^.

GO term differences between the morphologically distinct WT1-high and WT1-intermediate aHSCs were accounted for almost exclusively by overrepresentation in WT1-intermediate cells of terms relating to immune response and regulation, cell activation, response to wounding and inflammation, and chemotaxis (Fig. 6a). This corresponded with activation of KEGG pathways representing responses to inflammation, infection, and injury (Supplementary Table 5) in WT1-intermediate cells. Explicit mappings of differentially expressed genes to scarring-related GO terms, showing upregulation in WT1-intermediate cells in keeping with greater fibrogenic capacity, are shown in Fig. 6b, including matrix metalloproteinases, chemokine ligands, chemokine receptors, and other genes implicated in fibrogenesis; *Col1a1*, *Col1a2*, *Timp1*, and *Acta2* are not differentially expressed. Of note, a number of the genes whose expression is upregulated in the WT1-intermediate aHSCs have been shown to be central to tissue scarring in mechanistic studies, including *Pdgfrb*^21^, *Tgfb*^22^, *Pf4* (Cxcl4)^23^, *Ccl6*^24^, *Ccl11*^25^, *Mmp12*^26^, and *Mmp3*^27,28^ (Supplementary Table 8). This suggests that the transcriptionally distinct populations of aHSCs generated by in vivo injury may influence fibrogenesis by mechanisms more complex than simple regulation of the transcription of genes encoding matrix components.

**Fig. 6:**
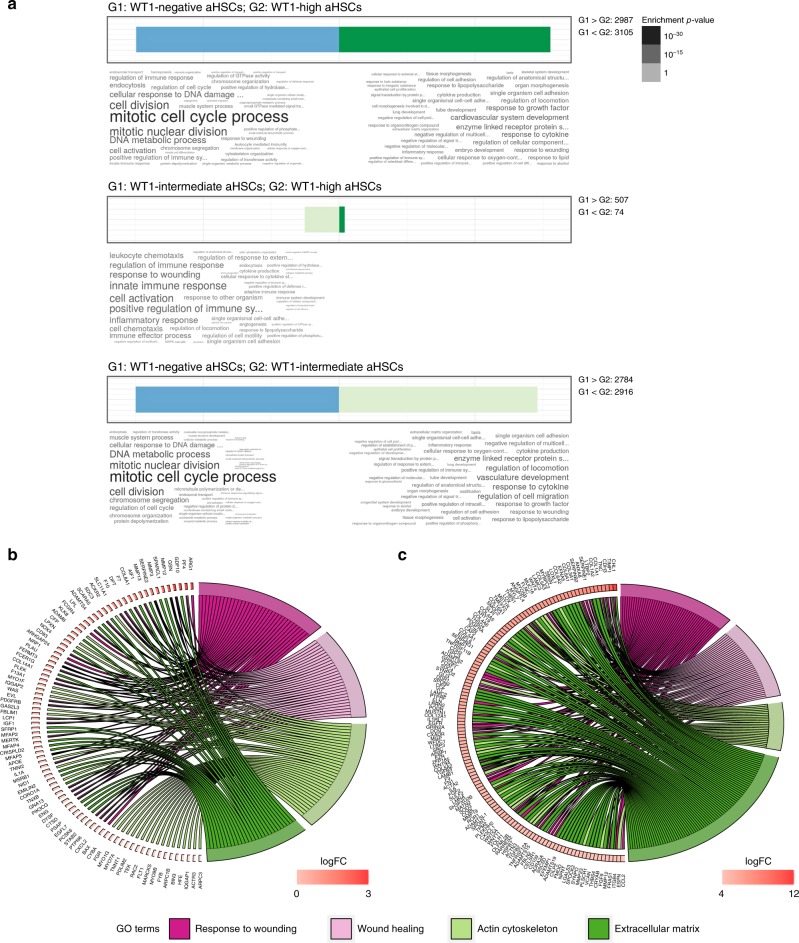
The transcriptional profiles of aHSC populations defined by WT1 expression are classically activated but distinct, with enhanced scar-related processes in WT1-intermediate cells. **a** GO term analysis of differentially expressed genes between subpopulations of aHSCs defined by WT1 expression demonstrate significant differences in profiles between all subpopulations, with WT1-high and WT1-intermediate populations showing fewer differences. **b** Specific mapping of differentially expressed genes to GO terms for indicative scarring responses demonstrate the enhancement in WT1-intermediate aHSCs compared with WT1-high aHSCs. **c** The transcriptome, determined by RNAseq, of aHSCs isolated from PDGFRβCre;WT1^GFP/+^ animals (*n* = 6) with liver fibrosis induced by iterative injury with CCl_4_ was compared with that of quiescent lineage-label positive HSCs from WT1^CreERT2/+^;Ai14 animals (*n* = 3) induced at E10.5. Gene ontology terms mapped to differentially expressed genes for WT1-high cells demonstrate engagement of cellular processes associated with the HSC activation paradigm

There was common overrepresentation in both WT1-positive populations of terms relating to cell activation, tissue morphology, ECM, and cell adhesion. This corresponded to activation of the KEGG pathway ‘ECM-receptor interaction’ and relative inactivation of ‘NF-kappa B signalling’ in both WT1-positive populations compared with WT1-negative cells (Supplementary Tables 6 and 7). Terms relating to cell cycling and proliferation were overrepresented in the WT1-negative population, as expected given the significantly higher Ki67 immunopositivity of WT1-negative aHSCs.

Colocalization of cytoplasmic GFP and nuclear WT1 was confirmed in aHSCs and the mesothelium (Supplementary Fig. 4). Colocalization in podocytes (in which *WT1* is highly expressed) was also confirmed. As expected, GFP-positive cells in fibrotic livers also expressed αSMA.

To validate the microarray data, qPCR for 12 genes covering the full range of differential expression (WT1-high versus WT1-negative) was undertaken. There was a strong positive correlation between differential gene expression determined by each method (*r*_s_ = 0.945, *p* = 2.443 × 10^–6^, Supplementary Fig. 4). The same validation set was assessed in three paired populations of WT1-high and WT1-negative aHSCs isolated by flow cytometry after in vitro activation of qHSCs from WT1^GFP/+^ animals. There was a strong positive correlation of differential gene expression between populations of aHSCs generated by in vivo injury and in vitro activation (*r*_s_ = 0.839, *p* = 0.001192), confirming the validity of in vitro generation of subpopulations of aHSCs as a model for activation of qHSC in vivo (Supplementary Fig. 4).

### Embryonic mesothelial lineage aHSCs are classically active

Transcriptomic data from mesothelial-lineage label positive qHSCs and WT1-positive aHSCs deriving from them after in vivo injury were interrogated to define the transcriptional changes of this discrete lineage. A total of 7406 genes were differentially expressed between lineage-positive qHSCs and WT1-high aHSCs, including 134 genes upregulated and 291 genes downregulated in WT1-high aHSCs by at least 100-fold. A total of 5884 genes were differentially expressed between lineage-positive qHSCs and WT1-intermediate aHSCs, including 70 genes upregulated and 117 genes downregulated in WT1-high aHSCs by at least 100-fold.

Both WT1-positive subpopulations of aHSCs show differential upregulation of genes mapped to GO terms accepted as part of the existing HSC activation paradigm, including ‘wound healing’, ‘extracellular matrix’, ‘actin cytoskeleton’, ‘inflammatory response’, and ‘cytokine production’, supporting their designation as a defined lineage within this category of scar-orchestrating cells (Supplementary Fig. 5). Individual genes mapping to these key terms are illustrated in Fig. 6c and Supplementary Fig. 5 (complete list in Supplementary Data 6 and 7). There is significant downregulation of Ctrb1 (chymotrypsinogen B1) in both WT1-high and WT1-intermediate aHSCs compared with qHSCs.

Upregulation of these classical activation processes is accompanied in both WT1-positive subpopulations of aHSCs by downregulation of processes associated with quiescent cellular function.

### Mesothelial lineage cells re-engage a mesothelial signature

The transcriptomic data from subpopulations of qHSCs and aHSCs were specifically interrogated to define the expression of a comprehensive, manually curated mesothelial-associated profile^20,29–33^ throughout their lineage (Fig. 7a). Strong expression of this gene expression signature was only present in WT1-intermediate and WT1-high aHSCs after injury and activation and expression was greater in the WT1-high population; these populations derive from precursor quiescent cells with ultimate origin from the embryonic mesothelium. WT1-negative aHSCs, selectively deriving from non-mesothelial derived quiescent precursors, do not engage this gene signature. There was no expression of mesothelial-associated genes in any qHSC population isolated from uninjured animals; this further indicates the absence of contamination of HSC isolates by non-buoyant mesothelial cells derived by density centrifugation.

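Of the 16 mesothelial genes drawn in Fig. 7a, 10 were called between lineage label-positive and lineage label-negative qHSCs of uninjured animals, and all 10 were higher in label-positive cells (two-sided Fisher's exact test across genes against the other called genes, adjusted p = 0.0032). Their log2 ratios lay between 0.83 and 2.00. The authors' group FPKM of Msln was 1.65 in label-negative and 4.67 in label-positive cells, that of Upk3b was 2.26 and 5.98, and that of Krt18 was 3.95 and 15.8. Smo had an FPKM of 2.37 and 4.76. Cav1, the most abundant gene of the list, had 22.2 and 57.5. In 8 of the 10 genes both groups had an FPKM of at least 1. In the authors' deposited table the q-values of the 10 genes lay at or below 0.0463. The deposited values do not show how many cells carried these transcripts, or whether those cells were qHSCs.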

**Fig. 7:**
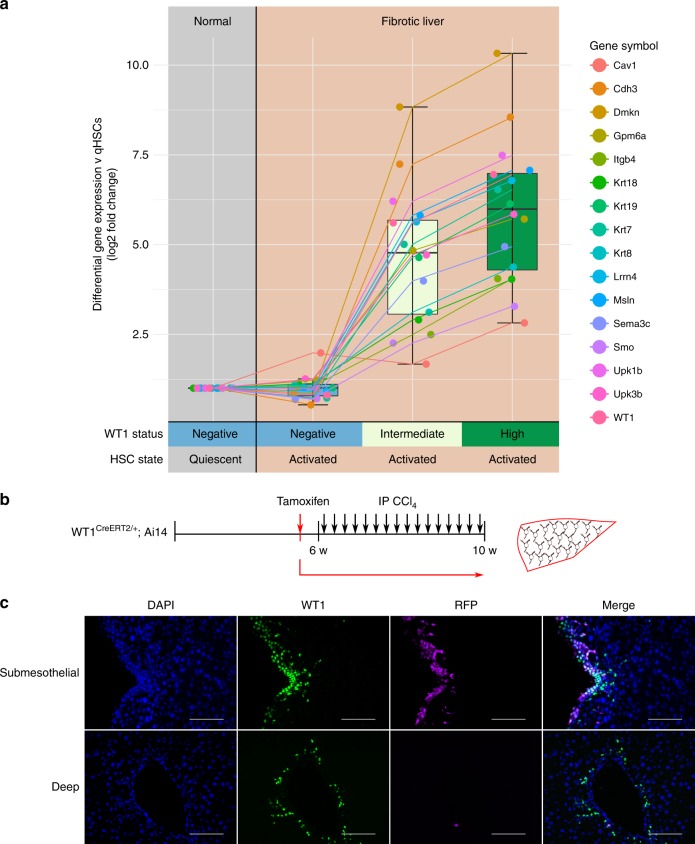
The hepatic mesothelium in development gives rise to a lineage of aHSCs that re-engages a mesothelial gene signature, and in adulthood is a limited de novo source of subcapsular WT1-defined aHSCs. **a** Only mesothelial-derived WT1-positive lineages of aHSCs re-engage a mesothelial gene signature after fibrotic injury. Data are represented as individual points with median (centre line), first and third quartiles (lower and upper box limits), 1.5x interquartile range (whiskers). **b** Lineage labelling of hepatic mesothelium was induced in adult WT1^CreERT2/+^;Ai14 animals before iterative injury with CCl_4_, and **c** livers stained for WT1 (green) and lineage-label (lilac). Scale bars 100 μm

### Mesothelium is the source of subcapsular WT1-positive aHSC

Previous reports have identified the adult hepatic mesothelium as a source of subcapsular aHSCs after injury^8^. The WT1^CreERT2/+^;Ai14 lineage tracing line was used to determine the WT1 status of this limited subcapsular population.

Lineage labelling was induced in adult male WT1^CreERT2/+^;Ai14 mice prior to chronic CCl_4_ injury (Fig. 7b). Activated HSCs were significantly more likely to be WT1-positive if they carried the lineage label reflective of mesothelial origin (Fig. 7c). 70.5 ± 4.7% of lineage labelled aHSCs were WT1-positive compared with 42.2 ± 5.9% of unlabelled aHSCs (Welch two-sample *t*-test, *t*(6.0798) = −5.1437, *p* = 0.002), confirming a specific relationship between mesothelial origin and WT1 status in adult injury, in addition to the equivalent relationship with mesothelial origin in development. WT1-positive aHSCs accounted for 45.8 ± 7.4% of the total aHSC population, a similar proportion to that observed in pericentral scars (10 pericentral fields/animal, *n* = 5 animals). Within the total subcapsular population of aHSCs, lineage-labelled cells accounted for only 5.0 ± 3.6% of the total population.

### Loss of *WT1* expression from aHSCs increases fibrosis

The functional role of *WT1* was determined by selective deletion from HSCs and MFBs using a constitutive PDGFRβCre line^34^ (Fig. 8a). Cohorts of wild-type (*n* = 6 animals) and PDGFRβCre;WT1^−/fl^ (*WT1*-deleted, *n* = 11 animals) male mice were chronically injured by CCl_4_ injection, and sections of liver stained for WT1.

**Fig. 8:**
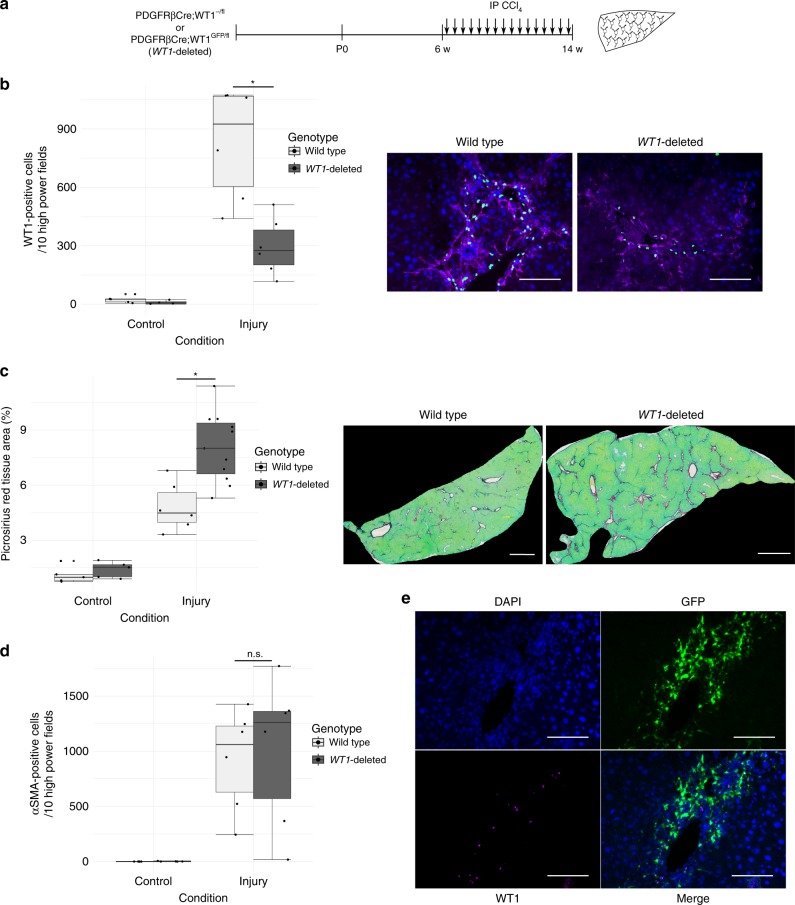
Loss of WT1 expression by PDGFRβ-expressing HSCs and myofibroblasts causes an enhanced fibrotic response to chronic injury without a change in myofibroblast number. **a** Chronic fibrosis was induced by iterative injury with CCl_4_ in animals in which WT1 had been constitutively deleted, or control animals. **b** The number of WT1-positive aHSCs after chronic injury in PDGFRβCre;WT1^−/fl^ animals is significantly reduced compared with wild-type animals (295.8 ± 59.4 vs 829.8 ± 116.3 WT1-positive cells/10 pericentral fields, *n* = 6; Welch two-sample *t*-test, *t*(7.4397) = −4.0896, *p = 0.00407). Example pericentral fields from the livers of injured wild-type and WT1-deleted animals stained for WT1 and αSMA are shown. Scale bars 100 μm. **c** There is an enhanced fibrotic response to chronic injury in WT1-deleted PDGFRβCre;WT1^−/fl^ animals (whole-slide PSR quantification of fibrotic matrix, 8.1 ± 0.6% vs 4.8 ± 0.5%, *n* = 6 (wild-type), *n* = 11 (PDGFRβCre;WT1^−/fl^); Welch two-sample *t*-test, *t*(13.765) = −4.194, *p = 0.0009388). Example PSR-stained sections of whole lobes of the livers of injured wild-type and WT1-deleted animals are shown. Scale bars 1 mm. **d** The enhanced fibrotic response to chronic injury in PDGFRβCre;WT1^−/fl^ animals is not associated with increased numbers of aHSCs compared with wild-type animals (1007.8 ± 273.8 vs 927.0 ± 186.5 αSMA-positive cells/10 pericentral fields; Welch two-sample *t*-test, *t*(8.819) = −0.244), *p* = 0.8128). Data are represented as individual points with median (centre line), first and third quartiles (lower and upper box limits), 1.5× interquartile range (whiskers). **e** The use of PDGFRβCre;WT1^GFP/fl^ animals allows continued GFP reporting to demonstrate the persistence of WT1-deleted aHSCs after pericentral chronic injury. Scale bars 100 μm

There was a 64.3% reduction in the number of WT1-positive pericentral cells in *WT1*-deleted animals compared with wild-type animals (Fig. 9b, 295.8 ± 59.4 vs 829.8 ± 116.3 WT1-positive cells/10 pericentral fields, *n* = 6 animals; Welch two-sample *t*-test, *t*(7.4397) = −4.0896, *p* = 0.00407). The reduction in the number of WT1-positive aHSCs was accompanied by a 67.56% increase in fibrosis after injury (Fig. 8c, 8.1 ± 0.6% vs 4.8 ± 0.5% picro-sirius red (PSR) positivity; Welch two-sample *t*-test, *t*(13.765) = −4.194, *p* = 0.0009388). There was no difference in the number of scar-orchestrating αSMA-positive cells present (Fig. 8d, 1007.8 ± 273.8 vs 927.0 ± 186.5 αSMA-positive cells/10 pericentral fields; Welch two-sample *t*-test, *t*(8.819) = −0.244), *p* = 0.8128).

**Fig. 9:**
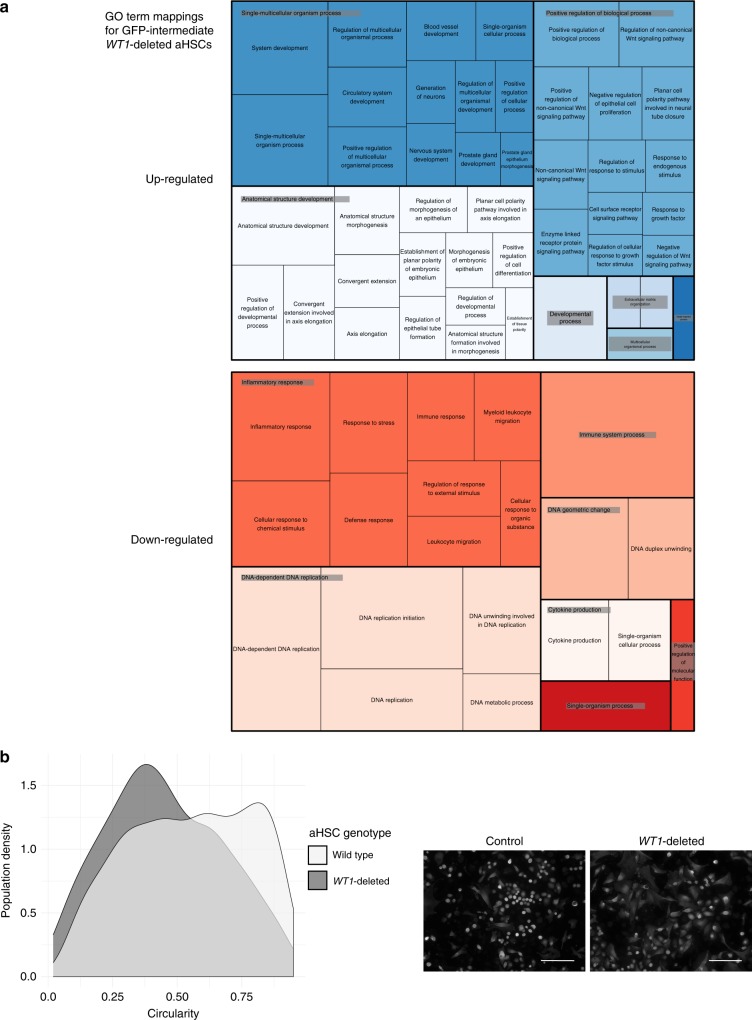
Loss of WT1 expression by aHSCs upregulates extracellular matrix and other profibrotic transcriptional pathways and permits transition to a myofibroblast morphology. **a** Genes mapping to GO terms for ‘extracellular matrix’, morphological and developmental transitions, non-canonical Wnt signalling and responses to growth factors are upregulated following WT1 loss in PDGFRβCre;WT1^−/fl^ animals after iterative injury with CCl_4_ in vivo. Genes mapping to immune and inflammatory responses and DNA replication are downregulated. **b** The population density distributions of circularity of activated RFP-positive cells under the condition of WT1 deletion was significantly different from that of control RFP(WT1)-positive cells (Bootstrapped two-sample Kolmogorov–Smirnov test, *p* = 0.002) during activation of qHSCs isolated from WT1^CreERT2/fl^;Ai14 animals in vitro, demonstrating a shift from round to myofibroblast-shaped aHSCs. Representative of three biological replicates. Scale bars 100 μm

To determine if *WT1*-deleted cells persisted in the liver to coordinate enhanced fibrogenesis, a PDGFRβCre;WT1^GFP/fl^ line, in which GFP reporting from the *WT1* locus remained in *WT1*-deleted animals, was generated. A cohort of male PDGFRβCre;WT1^GFP/fl^ animals was injured by CCl_4_ injection for 8 weeks (*n* = 4 animals). 76.2 ± 3.6% of GFP-positive pericentral cells were WT1-negative (Fig. 8e); no cells were WT1 single positive (GFP-negative). This indicates the persistence of the *WT1*-deleted populations of MFBs during enhanced fibrogenesis.

### *WT1* loss enhances fibrotic HSC transcription and transition

To allow examination of residual MFBs in *WT1*-deleted animals from which *WT1* expression had been lost, an additional Cre reporter line was generated (PDGFRβCre;WT1^GFP/fl^;Ai14). Male PDGFRβCre;WT1^GFP/fl^;Ai14 (labelled *WT1*-deleted) and control PDGFRβCre;WT1^GFP/+^;Ai14 animals were chronically injured by CCl_4_ injection (*n* = 6 animals). Quiescent and activated HSCs were isolated the day after the final injection by density centrifugation. 

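RNA was sequenced from 10 samples of RFP-positive aHSCs of PDGFRβCre animals injured for 8 weeks. The GFP-high fraction had 3 control and 3 WT1-deleted samples, and the GFP-intermediate fraction, which the sample labels call low, had 2 control and 2 WT1-deleted samples. The samples came from 6 animals, and 1 of the GFP-intermediate control samples was pooled from 2 animals. As for qHSCs, the authors deposited 1 FPKM for each group and their log2 fold change, p-value and q-value for each called gene. The fractions were compared in separate tables, and FPKM values were normalised separately in each. With group values alone there is no spread between animals, the depth is unknown, and 2 samples per group leave the GFP-intermediate q-values resting on few animals. Some rows name several genes that overlap in the annotation, 16 in the GFP-high and 22 in the GFP-intermediate table, and their FPKM cannot be assigned to 1 of these genes. Each row was counted once. Values for Wt1 were not analysed here, so the deletion itself was not checked.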

Cre reporter (RFP) positive GFP-high and GFP-intermediate aHSCs were obtained by FACS from both labelled *WT1*-deleted and control animals and used for RNAseq analysis.

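For GFP-high aHSCs the authors' deposited table held 123 rows with a gene name, of which 95 were higher and 28 lower after WT1 deletion. The median log2 ratio of the authors' group FPKM, WT1-deleted over control, was 2.28 for the higher and -1.77 for the lower rows with a value above 0 in both groups. In 17 rows 1 group was listed at 0. Counting each gene identifier once, which splits rows that name several genes, moved the numbers most, to 141 higher and 38 lower. The largest rises on log2(FPKM + 1) were those of Gm11942, Actr5 (in a row with Mir3474), Rps2-ps13, a row of T cell receptor beta segments, and A330023F24Rik (in a row with Mir29b-2 and Mir29c). Gm11942 had an FPKM of 1.07 in control and 228 in WT1-deleted cells, and Rps2-ps13 had 0.219 and 58.1. Both are processed pseudogenes that are nearly identical to protein-coding transcripts, so the authors' mapping could have divided reads between the copies. Gm11942 was 97.7% identical to Gm10073, and Rps2-ps13 was 99.2% identical to Rps2. The largest falls were in rows holding Maml2, Mirg, Ppp1r10, Ngp and Trps1. Ngp had an FPKM of 9.91 in control and 1.15 in WT1-deleted cells.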

In GFP-high aHSCs, 40 genes were upregulated after *WT1* deletion compared with only ten that were downregulated (Supplementary Data 8). Upregulated genes mapped to the GO terms ‘proteinaceous extracellular matrix’ and ‘extracellular region’; the limited number of downregulated genes did not map significantly to any GO term.

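Among extracellular matrix genes, of which Dpt, Postn, Lum and Thbs2 were chosen after their values were seen, Mmp2 rose from an FPKM of 16.9 in control to 91.4 in WT1-deleted GFP-high aHSCs, a log2 ratio of 2.44. Dpt rose from 8.66 to 87.0, Postn from 7.10 to 41.1, Lum from 42.6 to 136 and Thbs2 from 2.62 to 7.60. In the authors' deposited table the q-value of Mmp2 was 0.0063. Of the 29 collagens and laminins of Supplementary Table 1, 3 were called and all 3 were higher after WT1 deletion. Col8a1 rose from an FPKM of 0.781 to 4.44, Col8a2 from 0.848 to 2.62 and Lama2 from 0.0957 to 1.21, all from below 1. Among the fibrogenic genes of Supplementary Table 8, Mmp2, Gsn, Ccl11 and Pf4 were called, all higher. Gsn rose from 55.8 to 164. These numbers of genes are too few for the comparison of directions that was set at 5 called genes.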

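For GFP-intermediate aHSCs, with 2 samples in each group, the authors' deposited table held 419 rows with a gene name, 156 higher and 263 lower after WT1 deletion. The median log2 ratio was 1.54 for the higher and -1.61 for the lower rows with a value above 0 in both groups, and in 40 rows 1 group was listed at 0. Lowering the q-value threshold to 0.01 moved these numbers most, to 68 higher and 123 lower rows. The largest rises on log2(FPKM + 1) were those of Mir155, Gm11942, Gria4 (in a row with CT030685.1), Gm14292 and Ighv13-2. Mir155 had an FPKM of 1.37 in control and 232 in WT1-deleted cells. FPKM divides by length, so a large value for a short microRNA gene can rest on few reads. The number of reads is unknown. Gm14292, a processed pseudogene 99.3% identical to Wtap, and Ighv13-2 were listed at 0 in control cells. The largest falls were those of Igkv1-88 and Ighv3-8, both listed at 0 after deletion, Purb (in a row with AL646020.1), Mmp12 and Atp6v0d2. Mmp12 had an FPKM of 551 in control and 40.3 in WT1-deleted cells, a log2 ratio of -3.77.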

In GFP-intermediate aHSCs, 155 genes were upregulated and 170 downregulated after *WT1* deletion (Supplementary Data 9). For those genes that were upregulated in GFP-intermediate cells, GO terms ‘extracellular matrix organisation’ and ‘extracellular region’, terms for positive regulation of non-canonical Wnt signalling, responses to growth factors and cell surface receptors, and morphological cellular and developmental transitions were represented (Fig. 9a). In contrast, downregulated genes mapped to GO terms relating to immune and inflammatory responses, and DNA replication.

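Of 25 genes of Wnt signalling, listed from the terms of Fig. 9a before the data were examined, 8 were called in GFP-intermediate aHSCs and all 8 were higher after WT1 deletion, against 148 higher and 263 lower among the other called rows (two-sided Fisher's exact test across genes, p = 3.3e-04, adjusted p = 8.8e-04 over the 4 lists tested). The list follows terms that the study found on these samples and is not independent of them. It was not divided into genes that promote and genes that inhibit Wnt signalling. That all 8 were higher therefore does not show that signalling rose. Wnt5a rose from an FPKM of 8.95 to 35.7, a log2 ratio of 1.99, and Sfrp2 from 19.2 to 66.5. Wnt4 rose from 9.00 to 22.3 and Fzd1 from 12.7 to 33.3. In the authors' deposited table the q-values of these 4 genes were 0.0050, 0.018, 0.022 and 0.0089. The log2 ratios of the 8 genes lay between 1.24 and 2.03. Mmp2 rose from an FPKM of 19.5 to 82.8, and Col8a2 was the 1 called gene among the collagens and laminins of Supplementary Table 1, with 0.469 and 2.56.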

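Of the macrophage genes 17 rows were called in GFP-intermediate aHSCs and all 17 were lower after WT1 deletion, with a median log2 ratio of -1.98 (two-sided Fisher's exact test across genes against the other called rows, p = 4.4e-04, adjusted p = 8.8e-04). C1qa fell from an FPKM of 609 to 121, Csf1r from 269 to 100.2, Vsig4 from 89.4 to 18.5 and Ctss from 1799 to 486. In the authors' deposited table the q-value was 0.0050 for C1qa and 0.021 for Csf1r. Of 21 DNA replication genes 2 were called, Mcm3 and Mcm5, both lower. Mcm3 fell from an FPKM of 16.9 to 5.84 and Mcm5 from 14.9 to 4.66.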

This suite of responses to *WT1* loss suggests two broad roles for *WT1* in aHSCs in fibrotic disease. Upregulation of ‘extracellular matrix organisation’, ‘responses to extracellular stimuli’, and ‘non-canonical Wnt signalling’ after *WT1* loss suggests that WT1 has a tonic inhibitory role that limits fibrogenesis during injury. 

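Of the rows called in GFP-high and in GFP-intermediate aHSCs, 45 were shared, and 33 of these changed in the same direction after WT1 deletion, 24 higher and 9 lower in both fractions (two-sided exact binomial test across genes against equal odds, p = 0.0025). The fractions were sorted largely from the same animals, so the comparisons are not independent, and genes are not replicates. Equal odds is then not the value to expect without an effect of WT1. The test therefore cannot tell a shared response from differences between the shared animals. With a q-value below 0.01 in both fractions 19 of 27 rows had the same direction (p = 0.0522, two-sided exact binomial test). The genes named here were chosen after their values were seen. Among the genes higher in both were Inmt, Col6a5, Itih5 and Sparcl1. Col6a5 rose from an FPKM of 3.29 to 14.4 in GFP-high and from 2.28 to 10.7 in GFP-intermediate cells. From the rise of genes of extracellular matrix organisation, responses to stimuli and non-canonical Wnt signalling after the loss of WT1, the paper proposes that WT1 normally restrains fibrogenesis during injury.

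**Figure D3:**
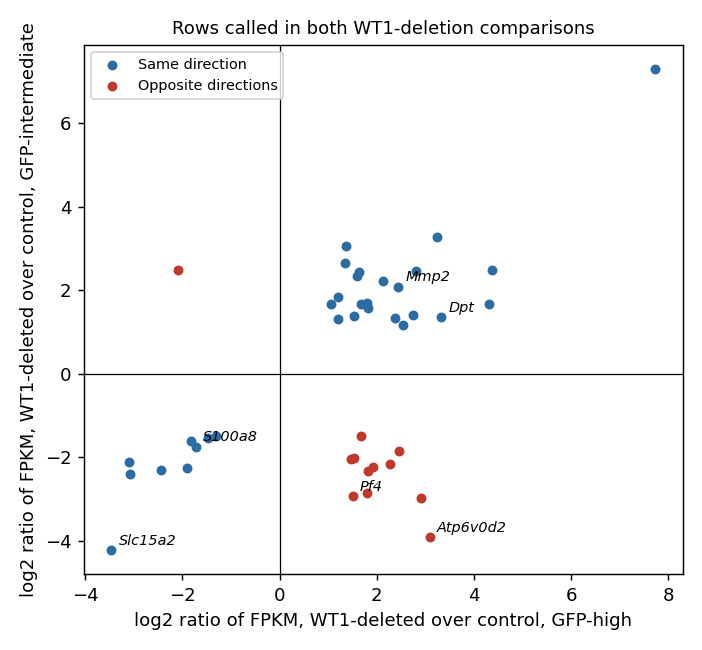
Log2 ratio of the authors' group FPKM, WT1-deleted over control, in GFP-high aHSCs (horizontal axis) and GFP-intermediate aHSCs (vertical axis), for the 43 of 45 shared rows with a value above 0 in both groups of both fractions. Points in the upper right and lower left have the same direction, and 11 points in the lower right are higher in GFP-high and lower in GFP-intermediate cells.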

The most downregulated gene in GFP-intermediate cells after WT1-deletion was Ctrb1 (log fold-change −9.35, adjusted *p*-value 0.016). 

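Values for Ctrb1 were not analysed here. Of 38 genes typical of pancreatic acinar cells, listed before the data were examined, 10 others were called in GFP-intermediate aHSCs, and all 10 were lower after WT1 deletion (two-sided Fisher's exact test across genes against the other called rows, p = 0.0158, adjusted p = 0.021). All 10 were listed at 0 in WT1-deleted cells, so no fold change can be given. In control cells their FPKM had a median of 2.21. The most abundant was Reg2, with 6.23, followed by Pnlip, with 3.16, and Cela3b, with 2.74. Each of the 10 genes had a q-value of 0.0050 in the authors' deposited table. No acinar gene of the list had a row for GFP-high aHSCs.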

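In GFP-intermediate aHSCs 6 of the 7 called fibrogenic genes of Supplementary Table 8 were lower after WT1 deletion, a split that did not differ from that of the other called rows (two-sided Fisher's exact test across genes, adjusted p = 0.266). Ccl6 fell from an FPKM of 1199.6 to 434, Cxcl14 from 71.4 to 20.0 and Pf4 from 209 to 27.5. In GFP-high aHSCs Pf4 rose from 23.1 to 65.6. It was 1 of 12 shared rows with opposite directions, of which 11 were higher in GFP-high and lower in GFP-intermediate cells after WT1 deletion. Gpnmb rose from an FPKM of 20.8 to 101 in GFP-high cells and fell from 178 to 39.7 in GFP-intermediate cells. The difference between the fractions was not tested, because the deposited values give 1 number for each group.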

Downregulation of immune and inflammatory functions in the GFP-intermediate subpopulation, the same functions overrepresented in WT1-intermediate compared with WT1-high aHSCs, indicates a critical role for WT1 orchestrating these additional functions of aHSCs not directly related to scarring.

The upregulation genes mapping to morphological cellular and developmental transitions in the *WT1*-deleted GFP-intermediate subpopulation merited morphological evaluation of aHSCs. Morphology of aHSCs could not be reliably quantitated in situ after in vivo injury, so *WT1* deletion during in vitro activation was examined. qHSCs were isolated from uninjured WT1^CreERT2/fl^;Ai14 animals (where Cre mediated excision of the single floxed allele completely prevents *WT1* expression), and the morphology of RFP (Cre-reporter) aHSCs examined after 7 days under the condition of *WT1* deletion. Control cultures derived from WT1^CreERT2/+^;Ai14 animals, where tamoxifen addition induces RFP expression alone, were used.

The mean circularity of all RFP-positive aHSCs reduced by 17.5% with *WT1* deletion (from 0.55 ± 0.01 to 0.45 ± 0.01). The population density distributions of circularity of activated RFP-positive cells with *WT1* deletion was significantly different from that of control RFP(WT1)-positive cells (Fig. 9b, bootstrapped two-sample Kolmogorov–Smirnov test, *p* = 0.002, 345 cells from representative experiment of three independent cell preparations). The demonstrable transition from a dominant round morphology in WT1-positive aHSCs to MFB-shaped cells after *WT1*-deletion is consistent with *WT1* maintaining the round morphology associated with reduced fibrogenic capacity in WT1-high cells during injury.

## Discussion

Activation of qHSCs is the dominant process generating scar-orchestrating cells during fibrotic liver injury^1^. We have demonstrated profound transcriptional, morphological, and fibro-spatial heterogeneity of aHSCs after injury, defined by *WT1* expression. Recognising and understanding the functional significance of aHSC heterogeneity will inform more nuanced understanding of fibrogenesis, akin to heterogeneity in perivascular cells in injury defined in other systems^35^. For example, injury with CCl_4_ is pericentral, and scarring develops radially with continued damage; WT1-positive populations of aHSCs are rapidly evident after injury and are most closely apposed to central veins, so may represent a specific initiator population of fibrogenic cells.

Separate populations of aHSCs, defined by *WT1* expression, have distinct transcriptional profiles and fibrogenic capacities. The WT1-high population is rounded whilst the WT1-intermediate, most fibrogenic, population is classical MFB-shaped. Deletion of WT1 promoted the formation of these classical MFBs, with enhanced expression of genes associated with developmental and cellular transitions, suggesting that *WT1* may be controlling population plasticity and that high WT1 levels maintain the less fibrogenic phenotype.

We have also demonstrated that precursor qHSCs in the uninjured adult liver are members of distinct lineages, dependent upon mesothelial or non-mesothelial developmental origin, and offering a developmental basis for previously recognised heterogeneity^36,37^. Further, lineage membership defines discrete transcriptomic profiles suggesting significant functional differences. The recognition of population diversity based upon developmental lineage is important to drive investigation of HSC biology; potential functions attributed to qHSCs can be segregated based upon origin, with mesothelial-derived qHSCs having upregulated GO terms indicating functions relating to vasculature regulation and qHSCs of non-mesothelial origin having GO term upregulation for immune and injury response-related functions. Furthermore, the heterogenous qHSC populations are complementary in their collagen contribution to the space of Disse. Mesothelial derivation of a subpopulation of qHSCs is analogous to the mesothelial origin of a proportion of visceral white adipose tissue^18^, indicating that mesothelial origin is a common source of functionally significant heterogeneity in mesothelial-covered organs^15,38^.

Critically, these previously unrecognised subpopulations of HSCs in the homoeostatic and fibrotic liver can be defined as part of a complete discreet lineage (Fig. 10); WT1-positive scar-orchestrating cells derive from a qHSC population that is enhanced for pericyte functions and whose ultimate origin is the hepatic mesothelium during development. Identification of mesothelial-derived qHSCs throughout lobules in homoeostasis and WT1-positive scar-orchestrating cells in all models and human diseases indicates that mesothelial origin of distinct quiescent precursors capable of generating defined subpopulations of scar-orchestrating cells is an injury-agnostic, fundamental feature of hepatic fibrogenesis. These relationships between embryonic mesothelial origin and heterogeneous populations of quiescent progenitors and scar-orchestrating cells may be shared in other mesothelial covered organs, particularly the pancreas. Obviously, we have defined the complete cellular lineage of half of the scar-orchestrating cells after liver injury; the possible heterogeneity and alternative origin(s) of the WT1-negative cells have not been sought.

**Fig. 10:**
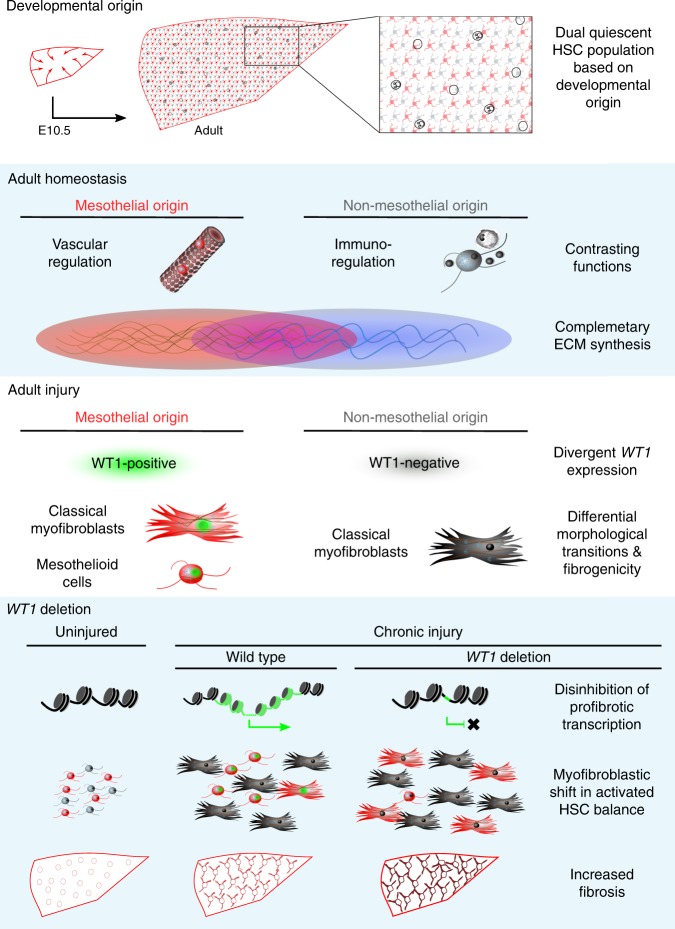
WT1 is a paradoxical negative regulator of fibrogenesis in distinct subpopulations of aHSCs defined by WT1 expression. WT1-positive subpopulations in liver injury are generated by activation of specific progenitors that derive from the embryonic hepatic mesothelium in early development. Developmental origin determines the functional categorisation of qHSCs; those derived from the mesothelium demonstrate engagement of vascular regulatory pathways, whilst those from non-mesothelial sources have immunomodulatory transcriptional profiles

Categorical demonstration that pericentral aHSCs after injury, present deep within the parenchyma and without mesothelial contamination, express a signature of genes previously identified in the mesothelium identifies a unique inter-generational signifier. Only the populations whose ancestry traces to the embryonic mesothelium express this transcriptional signature and its re-engagement reflects their lineage. The biphasic morphology evident in these activated adult cells is akin to that seen in mesothelial malignancy (mesothelioma) or some forms of Wilms’ tumour. This suggests that *WT1*-related morphological plasticity is not limited to malignant disease but occurs in scarring after injury in situations where a mesothelial origin for scar-orchestrating can be identified. Whilst a shared microarchitectural location and buoyancy reflective of lipid storage merits designation of both populations as quiescent hepatic stellate under current dogma, the differences in developmental origin, quiescent transcriptomic profile, and phenotype in response to injury of the lineages raise the possibility that these could legitimately be considered to be completely different cell types.

Deletion of *WT1* from PDGFRβ-positive HSCs did not lead to cell loss; instead, persisting subpopulations orchestrated enhanced fibrogenesis. The associated change in transcriptional profiles after deletion were those of enhanced growth factor responsiveness and non-canonical Wnt signalling rather than purely upregulation of ECM gene expression. The most downregulated gene after WT1 loss was Ctrb1; in addition to documented matrix degradative capacity^39^, known and predicted protein–protein interactions of chymotrypsinogen B1 documented by the STRING database^40^ are dominated by interactions with matrix metalloproteinases, serine proteases, and peptidase inhibitors (Supplementary Fig. 6). Given the significantly enhanced scarring after WT1 deletion, this suggests that Wnt-signalling has a critical role driving HSC scarring capacity, requiring suppression by WT1 and that chymotrypsinogen B1 could be explored as a central node in the network of post-translational modifiers of matrix accumulation and remodelling.

Mesothelium, as the name indicates, is characterised by both mesenchymal and epithelial properties, strongly expresses WT1, and is increasingly recognised as a highly specialised tissue. WT1 has a well-defined role in controlling morphological transitions. In the developing kidney, WT1 is required for nephron formation by regulating mesenchymal–epithelial transition^14^. Conversely, WT1 is required for the formation of mesenchymal lineages in the heart by epithelial–mesenchymal transition of the epicardium^12^. The epicardium is the cardiac mesothelium, so this may be better defined as mesothelial–mesenchymal transition.

In the classical model of hepatic fibrogenesis, morphological plasticity of HSCs is accepted during activation. More profound HSC plasticity in the liver is more contentious^41^. Although there is evidence to indicate epithelial regenerative capacity after injury by formal mesenchymal–epithelial HSC transition^42–45^, with Hedgehog signalling central to this, and the formation of HSCs by epithelial–mesenchymal transition of hepatic epithelia, other studies do not support such transitions^46,47^.

Given the precedent of WT1 regulation of epithelial-mesenchymal transition and mesenchymal-epithelial transition, and the role of the mesothelium in this, it is important to explicitly evaluate our findings in the context of such transitions. We have demonstrated significant punctuated and bidirectional morphological plasticity throughout the complete temporal extent of the mesothelial-derived HSC lineage, supporting the capacity for extreme flexibility by this HSC lineage suggested by earlier work. At the point of developmental origin of the lineage there is mesothelial–mesenchymal transition^10^. Subsequent responses to adult injury could be interpreted as a partial reversal of this by mesenchymal–mesothelial transition, indicated by both the re-engagement of a WT1-high mesothelioid gene signature and the acquisition of a characteristic ‘rounded’ morphology; a classical (‘activated’) scar-orchestrating transcriptional profile is also acquired. At the same time a distinct, more fibrogenic, population of aHSCs within the same lineage re-engages the mesothelial gene profile to a lower level and demonstrates a classical MFB shape. The WT1-high population after adult injury expresses the high levels of the *Smo*, the regulator of HSC transitions defined by the study of Michelotti et al.^42^, as part of the re-engagement of a mesothelial signature. Finally, whilst loss of expression of WT1 by HSCs did not change the expression of the mesothelial gene signature, including *Smo*, it permitted greater scar formation through enhanced aHSC fibrogenic transcriptional profile expression but no change in cell number. This was associated with a morphological shift to favour the myofibroblastic morphology, a finding that could be considered a failure of scar-mitigating mesenchymal–mesothelial transition during injury or as a final, aberrant mesothelial-MFB transition.

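Of the 16 mesothelial genes drawn in Fig. 7a, Smo among them, 0 had a row in the deposited comparison of WT1-deleted with control GFP-high aHSCs and 0 in that of GFP-intermediate aHSCs. A gene without a row was not called by the authors at an adjusted p-value of 0.05 or was not analysed here, and its size of change is unknown. Among the fibrogenic genes of Supplementary Table 8, Mmp2 was the 1 gene higher in both fractions, with log2 ratios of 2.44 in GFP-high and 2.09 in GFP-intermediate cells. All 4 called genes of that list were higher in GFP-high cells, whereas 6 of 7 were lower in GFP-intermediate cells. Pf4 went in opposite directions, with log2 ratios of 1.51 and -2.93.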

Intrinsic profibrotic factors induced by activation in HSCs by injury are well described, and antifibrotic intrinsic factors present within qHSCs have been observed to diminish during injury^48^. However, *WT1* represents a new paradoxical category of intrinsic regulatory factors, one that is antifibrotic but induced only in injury; this may permit additional means of fine-tuning of the fibrotic response.

## Methods

### Murine line details and generation

The animals used for injury modelling in this study were all on a C57Bl/6 background aged within 8–12 weeks old and >20 g body weight at the start of the experiments. Male mice were used for in vivo studies; male and female mice were used for in vitro studies. Animals were housed in a specific pathogen-free environment and kept under standard conditions with a 12 h day/night cycle and access to food and water ad libitum. All animal experiments were carried out under procedural guidelines, severity protocols and with ethical approval from the University of Edinburgh Animal Welfare and Ethical Review Body (AWERB) and the Home Office (UK).

Separate power calculations were not routinely performed; however, animal numbers were chosen to reflect the expected magnitude of response taking into account the variability observed in previous experiments.

For mechanistic experiments where a change in fibrotic response was expected, a power calculation using the anticipated efficacy of modification was used. An assumption of a 30% change in collagen content between transgenic and normal animals was used, with an 80% chance of detecting this expected difference accepted; using our previous data regarding population distribution and effect size, and for a two-sided significance level of 5% and power of 80%, at least six animals per group were required to compare normal versus knockout/transgenic mice where fibrosis is quantified by PSR staining.

WT1^GFP/+^ knockin reporter mice were originally provided by Sugiyama^17^ (Osaka University School of Medicine, Japan).

WT1^CreERT2/+^;Ai14 mice for lineage tracing were created by crossing knockin mice expressing tamoxifen-inducible Cre recombinase at the *WT1* promoter locus^18^ (WT1^CreERT2/+^) with the Ai14 Cre reporter^19^. In this reporter line, a construct containing the CAG promoter followed by flox-STOP-flox controlled tdTomato has been inserted into the wild-type Rosa26 locus. In the WT1^CreERT2/+^;Ai14 line, Cre-mediated excision of the stop codon allows cytoplasmic tdTomato expression in WT1-positive cells and their progeny, after induction with 4-hydroxytamoxifen.

The *WT1*-conditional background (WT1^fl/fl^)^12^ was used to create lines allowing *WT1* deletion. For selective deletion of *WT1* from qHSCs, the constitutive PDGFRβCre line was obtained from Henderson et al.^34^. PDGFRβCre males were crossed with WT1^fl/fl^ females to create PDGFRβCre;WT1^+/fl^ animals; there is germline PDGFRβ expression such that only the *WT1* null allele is transmitted. To generate PDGFRβCre;WT1^−/fl^ animals, PDGFRβCre;WT1^+/fl^ males were crossed with WT1f^l/fl^ females.

To allow identification and isolation of persisting aHSCs showing loss of expected *WT1* expression, PDGFRβCre;WT1^GFP/+^ males were crossed with WT1^fl/fl^ females to generate the PDGFRβCre;WT1^GFP/fl^ line; the control PDGFRβCre;WT1^GFP/+^;Ai14 line was generated by crossing PDGFRβCre;WT1^GFP/+^ males were crossed with WT1^+/+^;Ai14 females.

Finally, for inducible deletion of *WT1* during in vitro activation, male WT1^CreERT2/+^;Ai14 animals were crossed with WT1^fl/fl^ females to generate the WT1^CreERT2/fl^;Ai14 line.

### Chronic fibrotic in vivo injury models

Liver fibrosis was induced in cohorts of male mice by 4 or 8 weeks CCl_4_ injection twice weekly, 0.25 µl g^−1^ body weight in a 1:3 ratio with sterile olive oil^49^, or vehicle alone. CCl_4_ undergoes conversion to the CCl_3_ radical in pericentral hepatocytes, and CCl_3_ initiates lipid peroxidation leading to hepatocellular death. The resultant inflammation leads to activation of HSCs and the development of pericentral fibrosis with spur formation and early central–central bridging fibrosis over this period. Mice of the appropriate genotype were randomly allocated to olive oil or carbon tetrachloride injection as they became suitable for model participation. Blinding to control or injury groups was not possible as the injury is macroscopically and microscopically apparent.

WT1^GFP/+^ mice were injured for 8 weeks and culled 1 day after the final injection for isolation of HSC populations by flow cytometry (*n* = 3) or 3 days after for histological examination (*n* = 6).

Sections of formalin-fixed paraffin-embedded fibrotic liver from wild-type mice generated by alternative models of liver fibrosis with complementary histological patterns of injury were obtained (*n* = 3 for each model). BDL and DDC^50^ dietary injury cause bile duct obstruction leading to inflammatory portal and periportal injury and fibrosis, modelling destructive peripheral cholangiopathies. TAA administration^51^ induces both periportal and pericentral fibrosis to model diseases with portal, interface and lobular hepatitis (e.g. Autoimmune Hepatitis (AIH)).

### Acute CCl_4_ injury in vivo

Acute injury causing de novo activation of qHSCs was induced in wild-type animals by a single intraperitoneal injection of CCl_4_ (0.25 μl g^−1^ or 1 μl g^−1^ body weight) or olive oil vehicle, as described^34^. Cohorts of animals were culled the day following injury to allow determination of the induced hepatocellular necrosis (*n* = 4, 0.25 µl g^−1^; *n* = 3, 1 µl g^−1^). To quantify WT1-positive cell number following injury, cohorts injured with an injection of 0.25 µl g^−1^ CCl_4_ were culled 3 and 7 days after injury (*n* = 3), and cohort injured with 1 µl g^−1^ CCl_4_ or vehicle control culled 3 days after injury (*n* = 3). Animals were not randomised to injury or control groups. Blinding to control or injury groups was not possible as the injury is macroscopically and microscopically apparent.

### Lineage labelling in vivo

Nuclear Cre translocation and labelling of WT1-positive cells were induced in adult WT1^CreERT2/+^;A14 mice by 5 consecutive days of tamoxifen IP injections (100 mg kg^−1^). To trace the contribution of the mesothelium to the adult HSC population in the absence of injury, cohorts of female animals were culled without injury up to 45 days after labelling (*n* = 3/time point). To determine the contribution of the adult hepatic mesothelium to the *WT1*-defined subpopulations of aHSCs, a cohort of male animals was used for 4 weeks of chronic fibrotic injury with CCl_4_, beginning on the final day of tamoxifen administration (*n* = 5). No labelling is evident without tamoxifen injection. Blinding to tamoxifen administration status is not possible as Ai14 label is macroscopically apparent.

To generate developmentally induced *WT1* lineage-labelled HSCs, male WT1^CreERT2/+^;Ai14 mice were crossed with wild-type female mice. Pregnant females received a single gavaged dose of tamoxifen (200 mg kg^−1^) at E10.5. Pups were delivered by Caesarean section at E18.5 and fostered onto a wild-type post-partum female. Male lineage-labelled animals were used for chronic fibrotic injury with CCl_4_ (*n* = 5), and female lineage-labelled animals used for examination of lineage-labelled populations with immunofluorescence (*n* = 3) or isolation of labelled and unlabelled qHSCs for RNAseq (*n* = 3). No labelling is evident without maternal tamoxifen administration. Blinding to tamoxifen administration status is not possible as Ai14 label is macroscopically apparent.

### In vivo surface mesothelial labelling

Surface mesothelium was labelled by the intraperitoneal injection of a single dose of a non-toxic fluorescent surface dye (CellTracker Red CMTPX, Thermo Fisher Scientific), as per manufacturer’s instruction (1:1000 dilution of 10 mM stock solution in sterile PBS, 5 μl g^−1^ body weight) for 60 min before sacrifice.

### Human explant studies

Human tissue was obtained by approved application to the Lothian NRS Human Annotated Bioresource that is authorised to provide unconsented anonymised tissue under ethical approval number 15/ES/0094 from the East of Scotland Research Ethics Service REC 1. Sections of formalin-fixed paraffin-embedded explant fibrotic human liver from the deep right lobe, removed at the time of orthotopic liver transplantation, were received from eight cases (two cases of alcoholic liver disease, two cases of primary biliary cirrhosis, two cases of cryptogenic cirrhosis, and one each of chronic viral hepatitis (HCV), and primary sclerosing cholangitis). Explant livers were received fresh on ice and fixed immediately by the installation of 4% v/v neutral buffered formalin (Genta medical, UK) via the hepatic veins. All tissue was from cases from 2006 onwards and received anonymised to all details other than aetiology.

### Histology and quantitative pathology

Samples of each lobe of livers were immediately formalin-fixed before paraffin-embedding in a single block to allow histological examination. Haematoxylin-and-eosin-stained sections were prepared from each animal. PSR-stained sections were prepared^52^ and whole-slide images acquired with Dotslide VS-ASW software using a motorised stage and an Olympus BX51 microscope, using an Olympus PlanApo 2X lens and Olympus XC10 camera. The PSR-positive proportion of all tissue from each whole-slide image was determined after applying the same colour threshold to all images as a script within the FIJI^53^ implementation of ImageJ2^54^.

For immunofluorescence, antigen retrieval was achieved by microwaving in Tris-EDTA pH 9.0. Endogenous peroxidase activity was blocked by 3% (v/v in phosphate-buffered saline) H_2_O_2_ pretreatment. Primary antibodies at appropriate dilutions were applied and slides incubated at room temperature for 1 h or 4 °C overnight. Details of primary antibodies and dilutions are given in Supplementary Table 9. Negative controls were performed using identical concentrations of species and isotype-matched non-immune immunoglobulin in place of primary antibody (where details were available) or omission of primary antibody.

To determine fibro-spatial data from individual cells after CCl_4_ injury, 10 pericentral fields (×20 objective lens) were acquired using a Zeiss Axioplan II microscope and Photometrics CoolSNAP HQ2 camera (*n* = 6). Nuclear location of cells and central vein outlines were marked for each in FIJI, and points of interest imported into R. The nearest point to the central vein of each cell was determined using *spatstat*^55^. Population distributions based on distance to central vein were assessed by a bootstrapped version of the Kolmogorov–Smirnov test using the *Matching* package^56^.

For confocal colocalization of HSC markers with WT1 or GFP after CCl_4_ injury, images were acquired from a total of 10 pericentral fields from three biological replicates using a Nikon A1R confocal microscope.

To histologically quantify necrosis after acute injury, slides were scanned to create a single image with Dotslide VS-ASW software using a motorised stage and an Olympus BX51 microscope, acquiring images using an Olympus PlanApo 2X lens and Olympus XC10 camera. Images were analysed using the Trainable Segmentation plugin^57^ implementing WEKA^58^ in FIJI. A separate classifier identifying necrotic and viable tissue was determined and applied to all tissue in each image.

### Flow cytometry analysis and sorting

Analysis and sorting of HSCs derived from WT1^GFP/+^, WT1^CreERT2/+^;Ai14, PDGFRβCre;WT1^GFP/fl^, and PDGFRβCre;WT1^GFP/+^;Ai14 animals was undertaken using a FACSAria (BD). Freshly isolated cells from injured or uninjured liver were used after red cell lysis. Data were analysed using FlowJo. For in vitro activation studies, data were collected from 12 independent cell preparations; sorting into separate subpopulations defined by *WT1* expression was undertaken directly for RNA preparation (*n* = 5) or for further culture and morphological studies (*n* = 8); cells from one preparation were sorted for both purposes on one occasion. Sorting based on single channel WT1^GFP^ expression was as documented in the relevant plots; strategies for Ai14 Cre-reporter lines are shown in Supplementary Fig. 7.

### Hepatic stellate cell isolation and in vitro studies

Quiescent and activated HSCs were isolated, after digestion, by density centrifugation as described^59^. qHSCs isolated from uninjured livers were activated by culture on plastic, or culture on sterile glass coverslips to allow subsequent immunofluorescent staining.

RFP expression was induced in aHSCs from WT1^CreERT2/+^;Ai14 animals at day 6 of culture on glass coverslips by the addition of 1:1000 1 mM 4-hydroxytamoxifen in ethanol to cultures. Cultures were examined by inverted fluorescent microscopy after 24 h to visualise native RFP expression, and then fixed in ethanol:methanol 1:1 for 10 min at −20 °C before immunofluorescent staining.

For in vitro deletion of Wt1 from aHSCs during activation, isolated qHSCs from WT1^CreERT2/fl^;Ai14 animals and WT1^CreERT2/+^;Ai14 controls were cultured to day 7 in the presence of 1:1000 1 mM 4-hydroxytamoxifen in ethanol.

### In vitro morphometric analysis

qHSCs from uninjured WT1^GFP/+^ animals were activated by 7 days of culture on plastic, and subpopulations defined by Wt1(GFP) expression obtained by FACS. Subpopulations were plated separately back onto plastic and allowed to adhere overnight. Cells were labelled by addition of a non-toxic fluorescent surface dye (CellTracker Red CMTPX, Thermo Fisher Scientific), as per manufacturer’s instruction, and examined by inverted fluorescent microscopy after 30 min using the EVOS FL Cell Imaging System (Thermo Fisher Scientific). For subpopulation, five low-power images (×4 objective) were acquired. ‘Circularity’ of individual cells (4*π*(area perimeter^−2^)) was determined using in FIJI.

Native RFP expression was used in place of the surface dye for morphometric analysis of WT1^CreERT2/fl^;Ai14 and WT1^CreERT2/+^;Ai14 aHSCs.

### Transcriptomics

Cells were sorted by flow cytometry directly into RLT (Qiagen) containing β-ME to maintain sample integrity. RNA was isolated using RNeasy Micro Kit (Qiagen).

For microarray data, whole-genome expression was determined with the Illumina MouseWG-6 v2.0 Expression BeadChip after RNA preparation with the Ambion Illumina TotalPrep RNA amplification kit. Unnormalised summary probe profiles were exported from BeadStudio to tab-delimited text files and read into the R environment for analysis with Bioconductor^60^ package *limma*^61^. Expression data were background corrected using negative controls, then quantile normalised and finally log2 transformed. Differentially expressed probes were determined by fitting a linear model, and probes determined as up- or downregulated by *decideTests* using the default arguments of adjustment of the *p*-value for multiple comparisons (Benjamini and Hochberg method^62^) and an adjusted *p*-value threshold of 0.05.

RNAseq was undertaken by GATC Biotech on an Illumina HiSeq. Fastq files were mapped with bowtie 2^63^, and differential expression for subsequent GO and SPIA analysis was determined by Cuffdiff2^64^, using an adjusted *p*-value threshold of 0.05. Differential expression for PCA was determined using DESeq2^65^.

GO analysis for was undertaken with *GOsummaries*^66^ or Revigo (for knockout experiments)^67^, using g:Profiler^68^ to ensure current Ensembl annotations are used. Chord diagrams of differentially expressed genes related to specific GO annotations were created using *GOplot*^69^. Pathway analysis was undertaken with *SPIA*^70^, after updating KEGG pathway^71^ annotations (October 2016). SPIA combines enrichment analysis with a measure of the actual pathway perturbation under a given condition based on pathway topology, calculating a global pathway significance *p*-value combining the enrichment and perturbation *p*-values.

### Quantitative PCR

For the determination of gene expression by qPCR (undertaken using an Applied Biosystems HT7900) on isolated cell populations, the Universal ProbeLibrary (Roche) was used, and primers designed using the ProbeFinder web-based tool based on Primer3^72^. Sequences and probe numbers are shown in Supplementary Table 10.

### Quantification and statistical analysis

The RStudio implementation of R was used for all statistical analysis. Data are presented as mean ± s.e.m. All group sizes (*n*) refer to biological replicates, either individual animals for in vivo studies or independent cell isolations for in vitro studies. Validation qPCR was undertaken using triplicate technical replicates for each biological replicate.

Prior to testing, the normality of data was determined using Shapiro–Wilk testing and by examination of qq plots. For comparison of continuous variables between two groups after assumptions of normality were satisfied, the Welch (unequal variance) *t*-test was used^73^. For a comparison between more than two groups, a one-way ANOVA with post-hoc Tukey was used. Distributions of measured features of subpopulations from single animals were compared with a bootstrap version of the Kolmogorov–Smirnov test^56^. To determine the correlation between two variables, two-sided Spearman’s rank correlation coefficients were calculated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary.

## Supplementary information

Supplementary Information

Peer Review

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting summary

## Data Availability

The RNAseq and microarray datasets generated and analysed in the study have been deposited in the Gene Expression Omnibus (GEO), as accession number GSE103108. The authors declare that all other relevant data supporting the findings of this study are available within the Article and its Supplementary Information files, or from the corresponding author on reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Embryonic mesothelial-derived hepatic lineage of quiescent and heterogenous scar-orchestrating cells defined but suppressed by WT1
**Source:** Nat Commun. 2019 Oct 15;10:4688. doi: 10.1038/s41467-019-12701-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Embryonic mesothelial-derived hepatic lineage of quiescent and heterogenous scar-orchestrating cells defined but suppressed by WT1**

Kendall et al

A

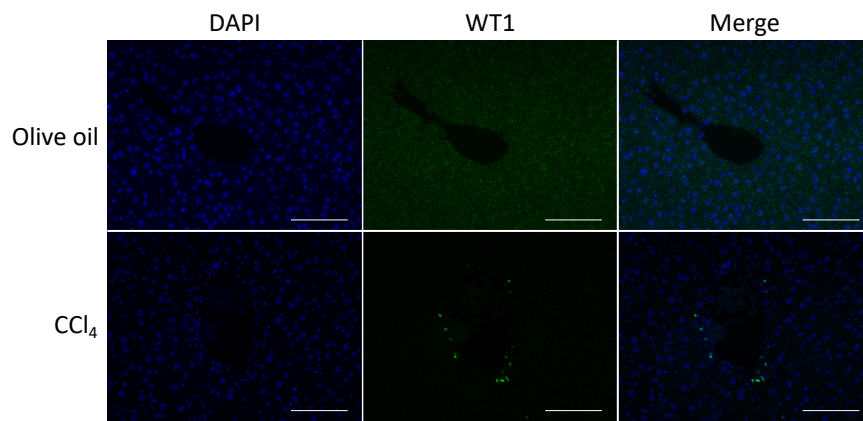

B

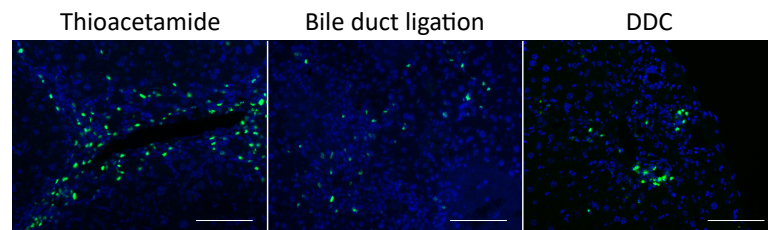

C

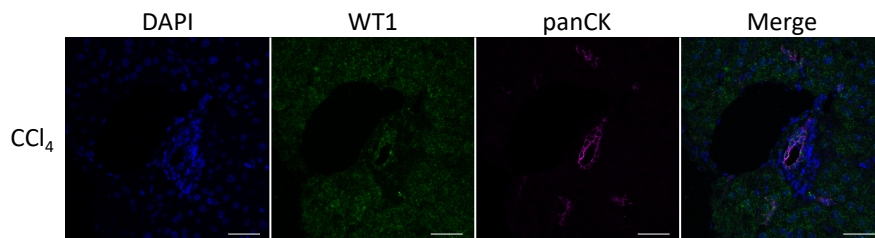

D

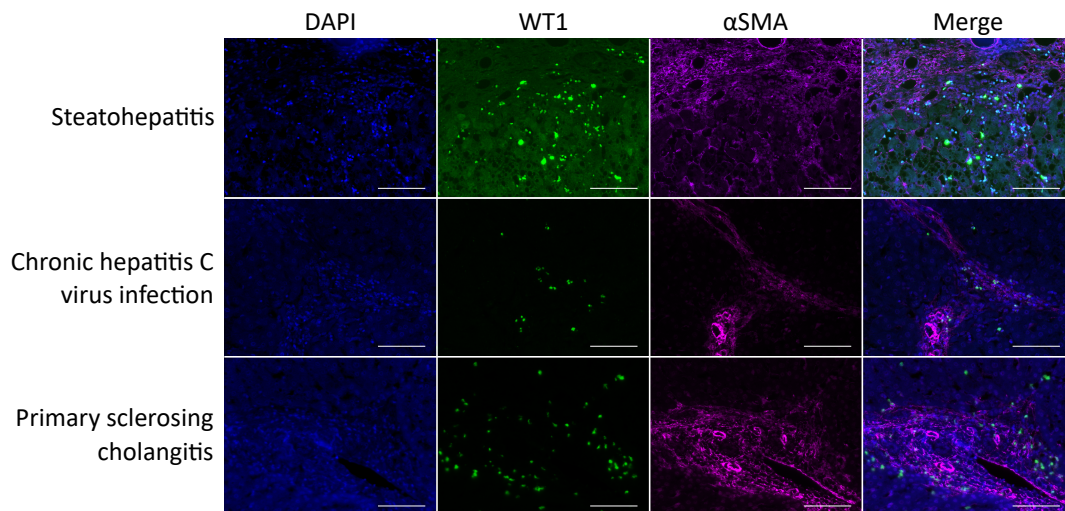

Supplementary Figure 1. WT1-positive activated hepatic stellate cells are found in a spectrum of murine models and human fibrotic disease. (A) No WT1-positive cells are present in lobules of uninjured (quiescent) control animals, injected with vehicle-only control; pericentral WT1-positive cells are present from 3 days after a single injection of  $\text{CCl}_4$ . Scale bars 100  $\mu\text{m}$  (green, WT1). (B) WT1-positive cells are present after chronic injury in murine models using thioacetamide administration, bile duct ligation, and 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) diet. (green, WT1). (C) No WT1-positive cells are present in epithelial cells or other cells within or adjacent to portal tracts after injury with  $\text{CCl}_4$  for 9 weeks (green, WT1; lilac, cytokeratin). Scale bars 200  $\mu\text{m}$ . (D) WT1-positive myofibroblasts are present in human cirrhotic explant hepatectomies for steatohepatitis (alcoholic liver disease), chronic biliary disease (primary sclerosing cholangitis), and lobular hepatitis (chronic hepatitis C virus infection). Scale bars 100  $\mu\text{m}$  (green, WT1; lilac,  $\alpha\text{SMA}$ ).

A

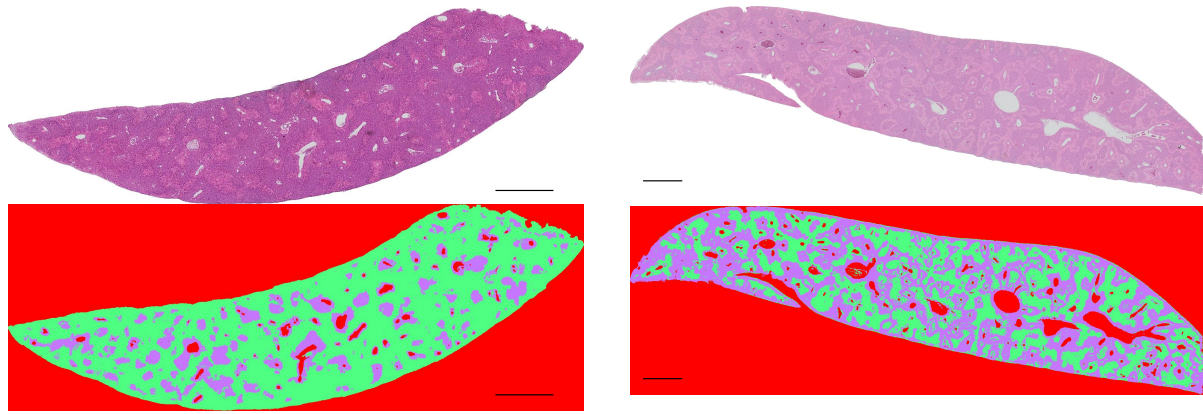

B

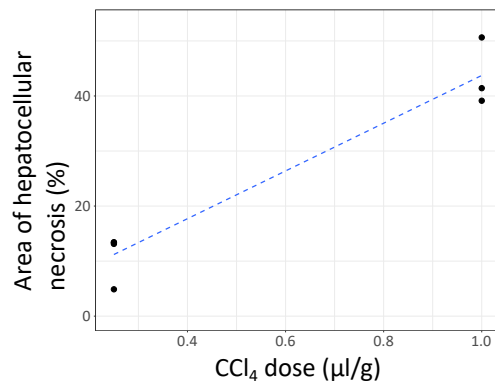

C

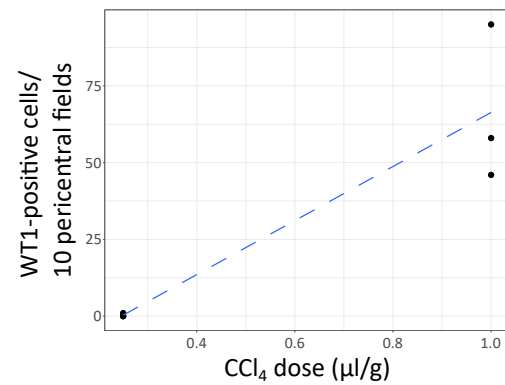

Supplementary Figure 2. Larger doses of CCl<sub>4</sub> produce more parenchymal necrosis and larger numbers of WT1-positive cells. (A) A larger single dose of CCl<sub>4</sub> produced more pericentral hepatocellular necrosis (left – 0.25 µl/g, right – 1 µl/g, representative haematoxylin and eosin stained images of liver and paired classified image; lilac, necrosis; green, viable; red, space/lumen; scale bars 1 mm). (B) Strong positive correlation between the size of the single injected dose of CCl<sub>4</sub> and the extent of hepatocellular necrosis (Spearman's rank correlation  $r_s=0.866$ ,  $p=0.01172$ ). (C) Strong positive correlation between the size of injected dose and number of WT1-positive cells (Spearman's rank correlation  $r_s=0.8911$ ,  $p=0.01713$ ).

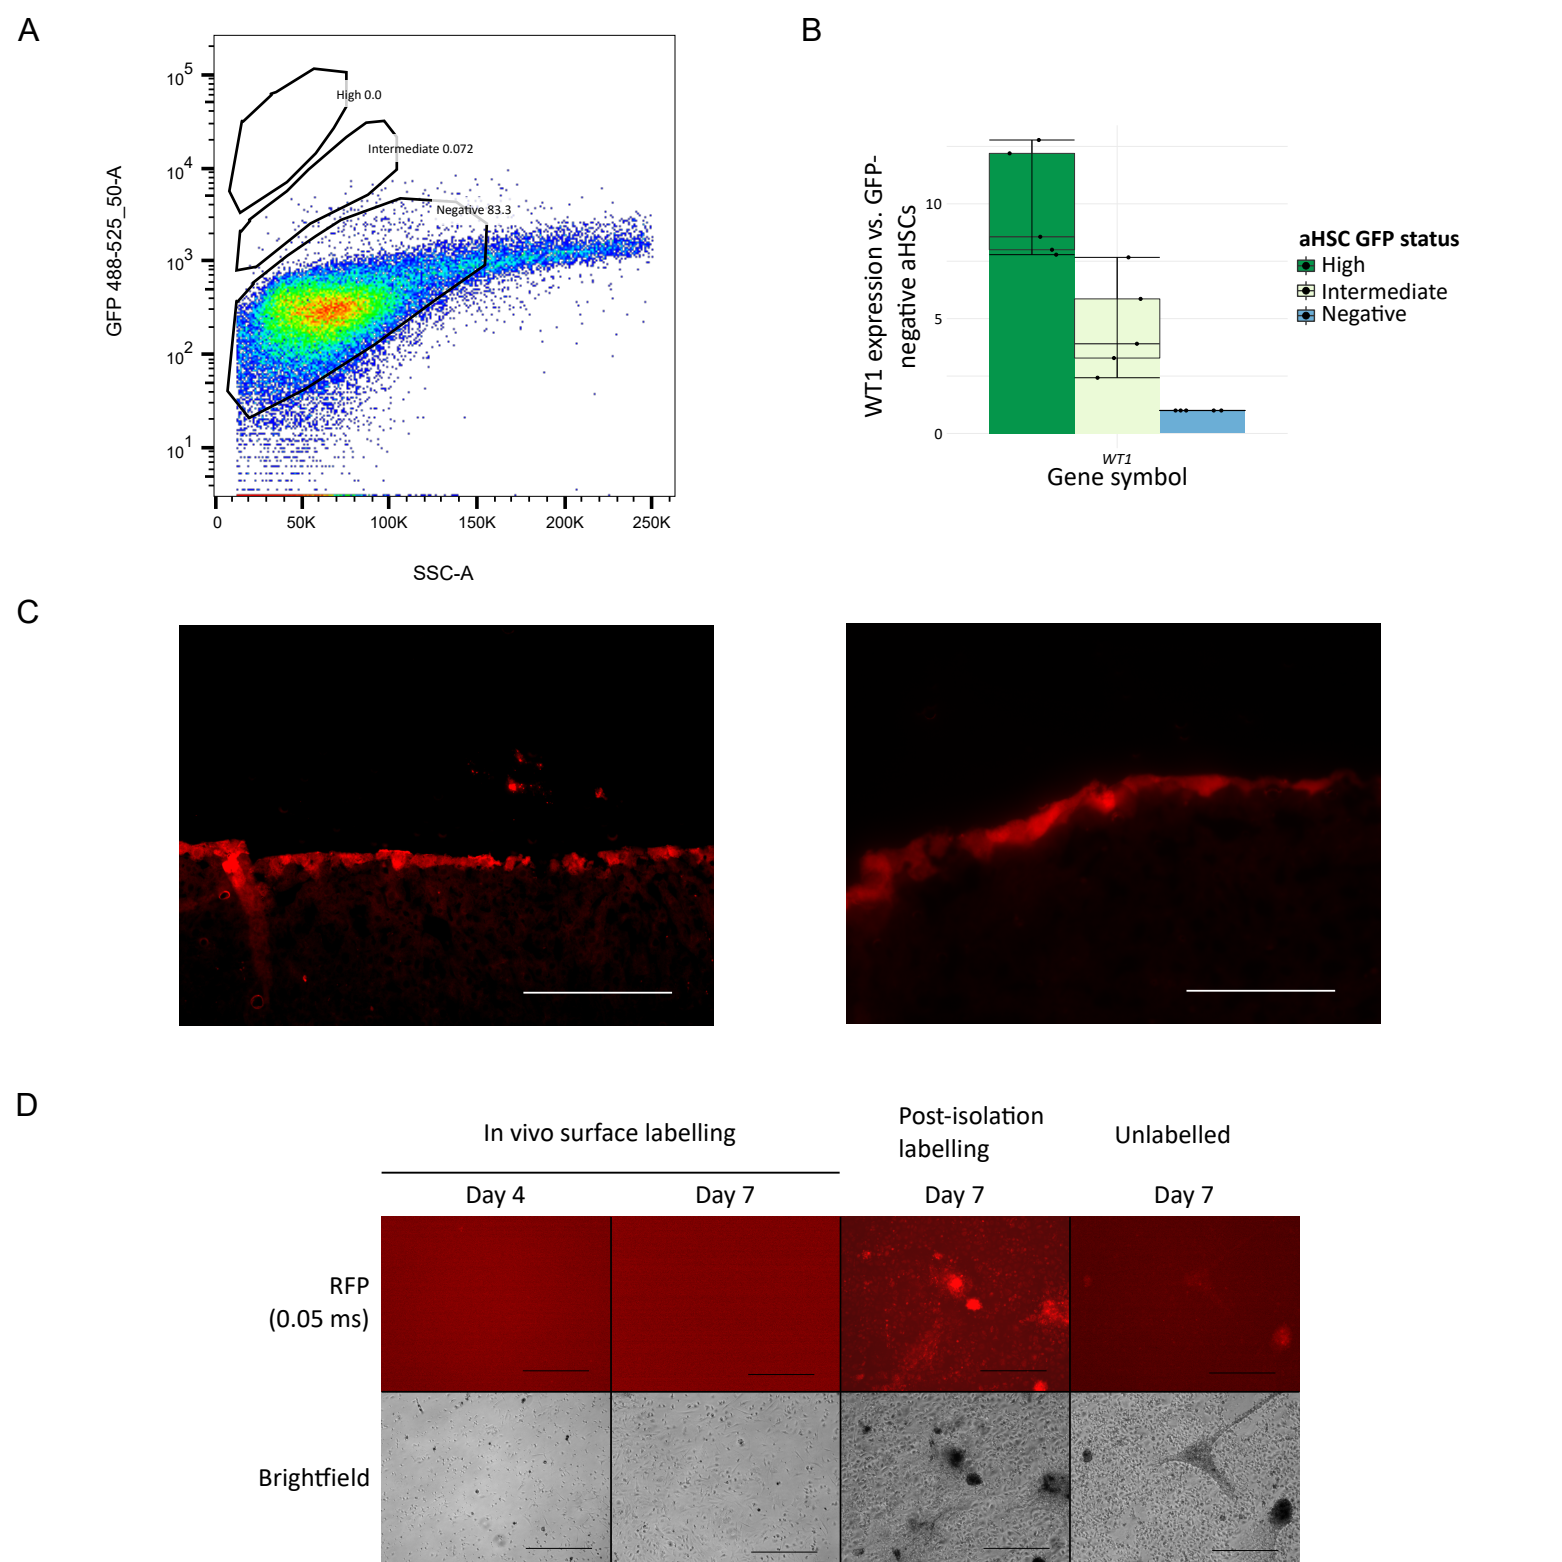

Supplementary Figure 3. GFP intensity in  $WT1^{GFP/+}$  cells matches WT1 expression and neither WT1-positive cells nor contaminating surface mesothelial cells are not present in primary preparations of HSCs by density centrifugation. (A) The buoyant HSC fraction isolated from uninjured  $WT1^{GFP/+}$  animals and analysed before activation by culture on plastic contains minimal WT1-positive cells (represent. (B) QPCR for WT1 from subpopulations of aHSCs from  $WT1^{GFP/+}$  animals, activated in vitro and isolated by flow cytometry based on GFP intensity, confirmed a strong correlation between WT1 expression and GFP intensity (Spearman's rank correlation  $r_s=0.962$ ,  $p=1.009 \times 10^{-8}$ ,  $n=5$ ). Data are represented as individual points with median (centre line), first and third quartiles (lower and upper box limits), 1.5x interquartile range (whiskers). (C) Animals received an intraperitoneal injection of CellTracker solution to label the hepatic mesothelium. Frozen sections demonstrate efficient surface mesothelial labelling. Scale bars 100  $\mu m$  (left) and 50  $\mu m$  (right). (D) No labelled contaminating mesothelial cells were present in cultures of isolated qHSCs during seven days of culture activation. Positive control labelling of isolated qHSCs before plating demonstrates label persistence throughout activation. All fluorescent images acquired at 0.05 ms exposure. Scale bars 200  $\mu m$ .

A

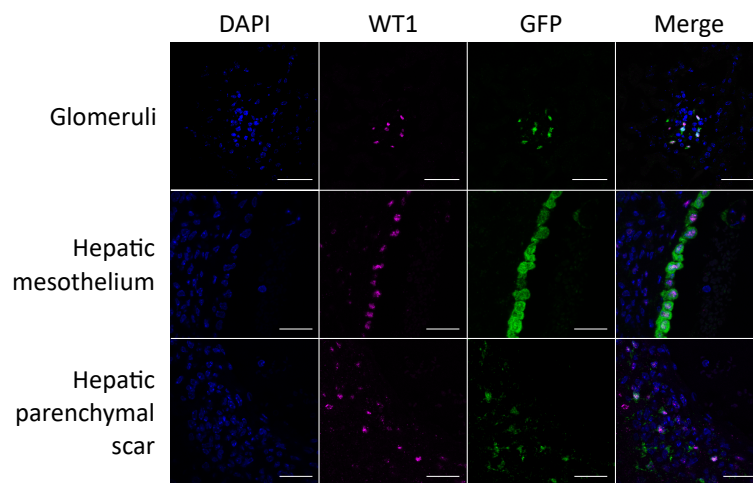

B

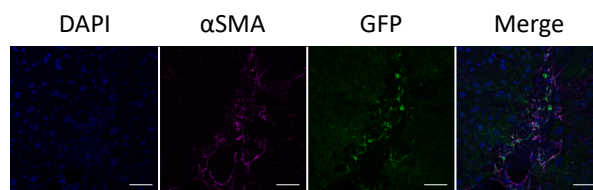

C

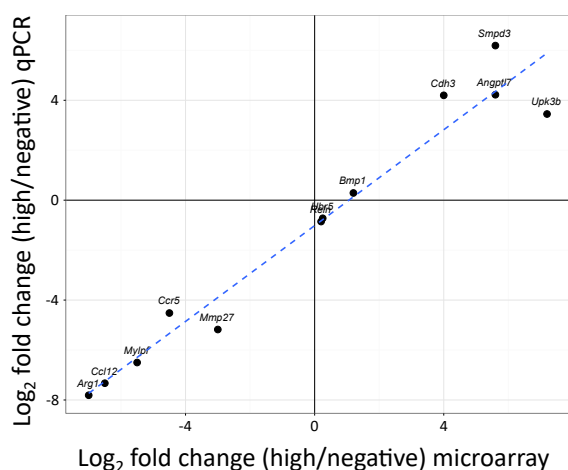

D

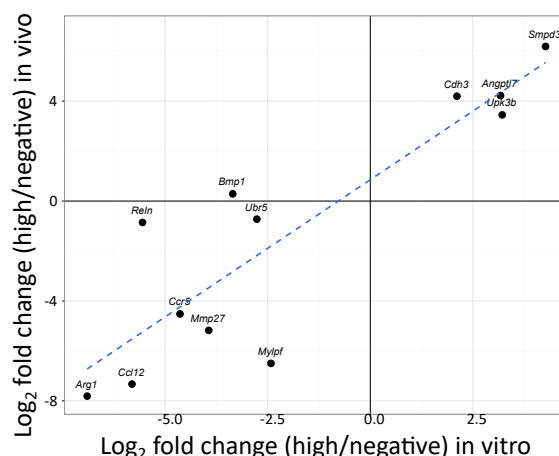

Supplementary Figure 4. GFP in WT1<sup>GFP/+</sup> animals colocalizes with WT1, and gene expression by aHSCs from *in vitro* and *in vivo* activation is reliably determined by microarray analysis. (A) WT1 colocalized with GFP expression in WT1<sup>GFP/+</sup> animals in glomerular podocytes (scale bars 50  $\mu$ m), hepatic mesothelium (scale bars 25  $\mu$ m), and hepatic scars (scale bars 30  $\mu$ m). (B) GFP positive cells in fibrotic livers of WT1<sup>GFP/+</sup> animals injured by injection of CCl<sub>4</sub> were also  $\alpha$ SMA positive. Scale bars 200  $\mu$ m. (C) Strong positive correlation between differential expression of 12 genes in a comparison between WT1-high and WT1-negative aHSCs determined by microarray and qPCR (Spearman's rank correlation  $r_s=0.945$ ,  $p=2.443 \times 10^{-6}$ ,  $n=3$ ). (D) Strong positive correlation between differential expression of 12 genes in a comparison between WT1-negative and WT1-high aHSCs generated by *in vitro* activation or *in vivo* chronic injury (Spearman's rank correlation  $r_s=0.839$ ,  $p=0.001192$ ,  $n=3$ ).

A

G1: qHSCs; G2: WT1-high aHSCs

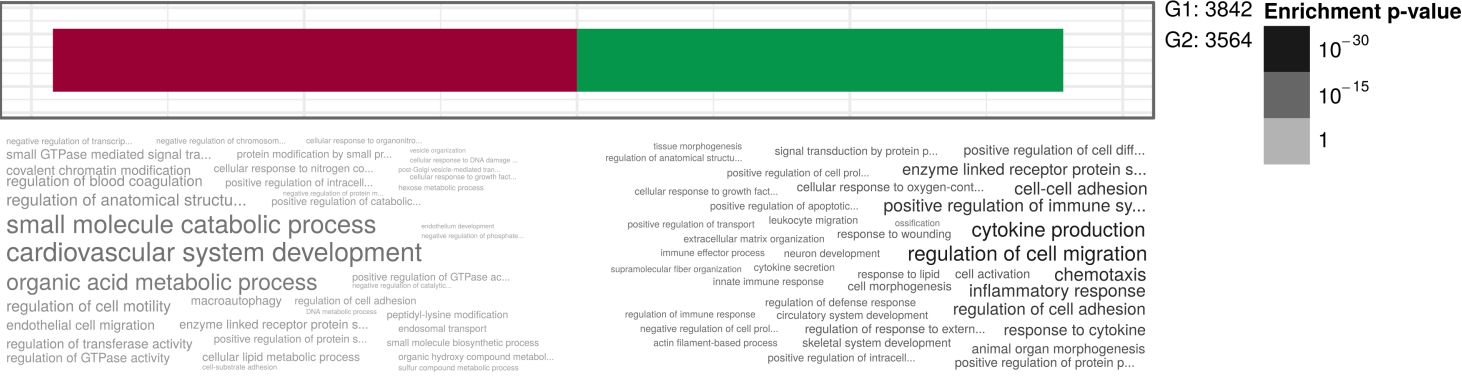

B

G1: qHSCs; G2: WT1-intermediate aHSCs

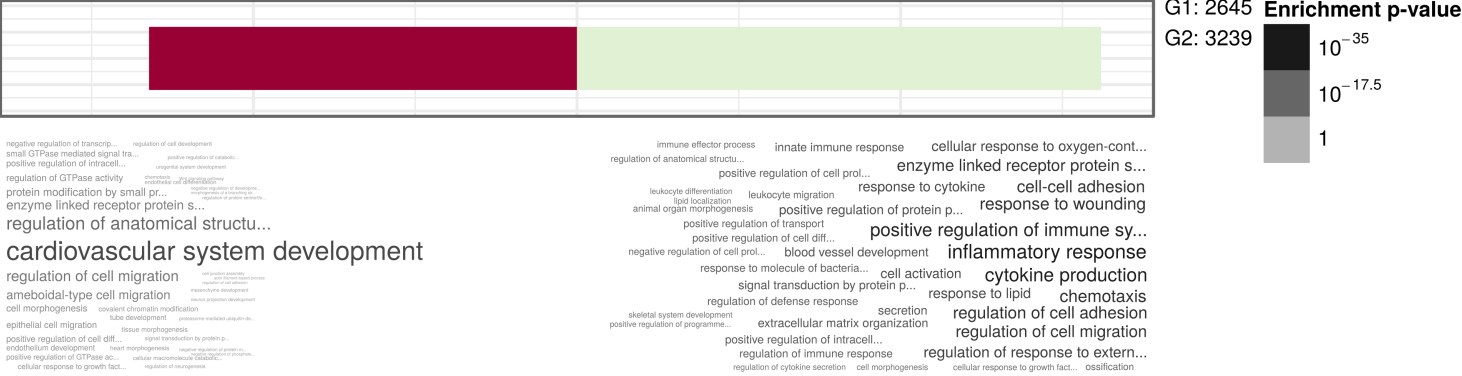

C

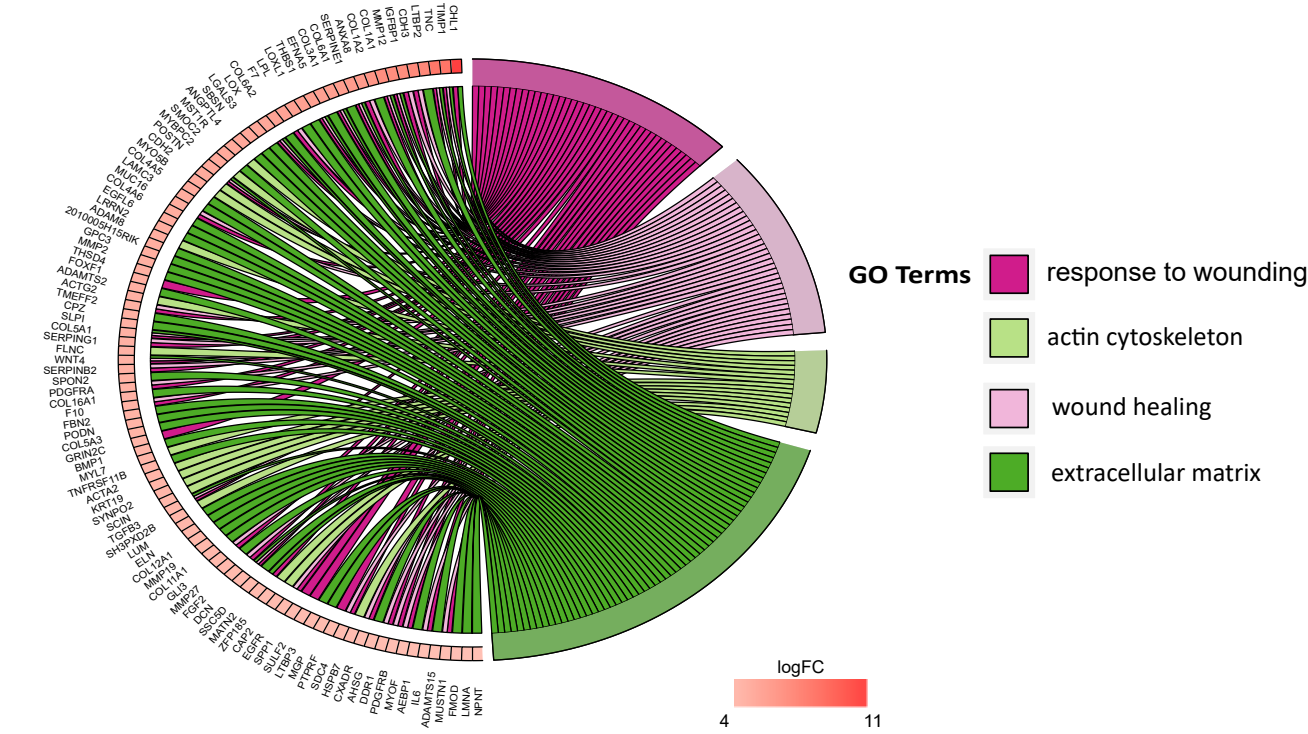

Supplementary Figure 5. Scar-orchestrating cells ultimately derived from the embryonic mesothelium represent a discrete lineage showing classical transcriptional responses during activation after injury. The transcriptome, determined by RNAseq, of aHSCs isolated from PDGFR $\beta$ Cre;WT1<sup>GFP/fl</sup> animals (n=6) with liver fibrosis induced by iterative injury with CCl<sub>4</sub> was compared with that of quiescent lineage-label positive HSCs from WT1<sup>CreERT2/+</sup>;Ai14 animals (n=3) induced at E10.5. Gene ontology terms mapped to differentially expressed genes for WT1-high (A) and WT1-intermediate (B) aHSCs were determined and demonstrate engagement of cellular processes associated with the HSC activation paradigm. (C) Specific mapping of differentially-expressed genes in WT1-intermediate aHSCs to GO terms for indicative scarring responses are visualized by chord diagrams.

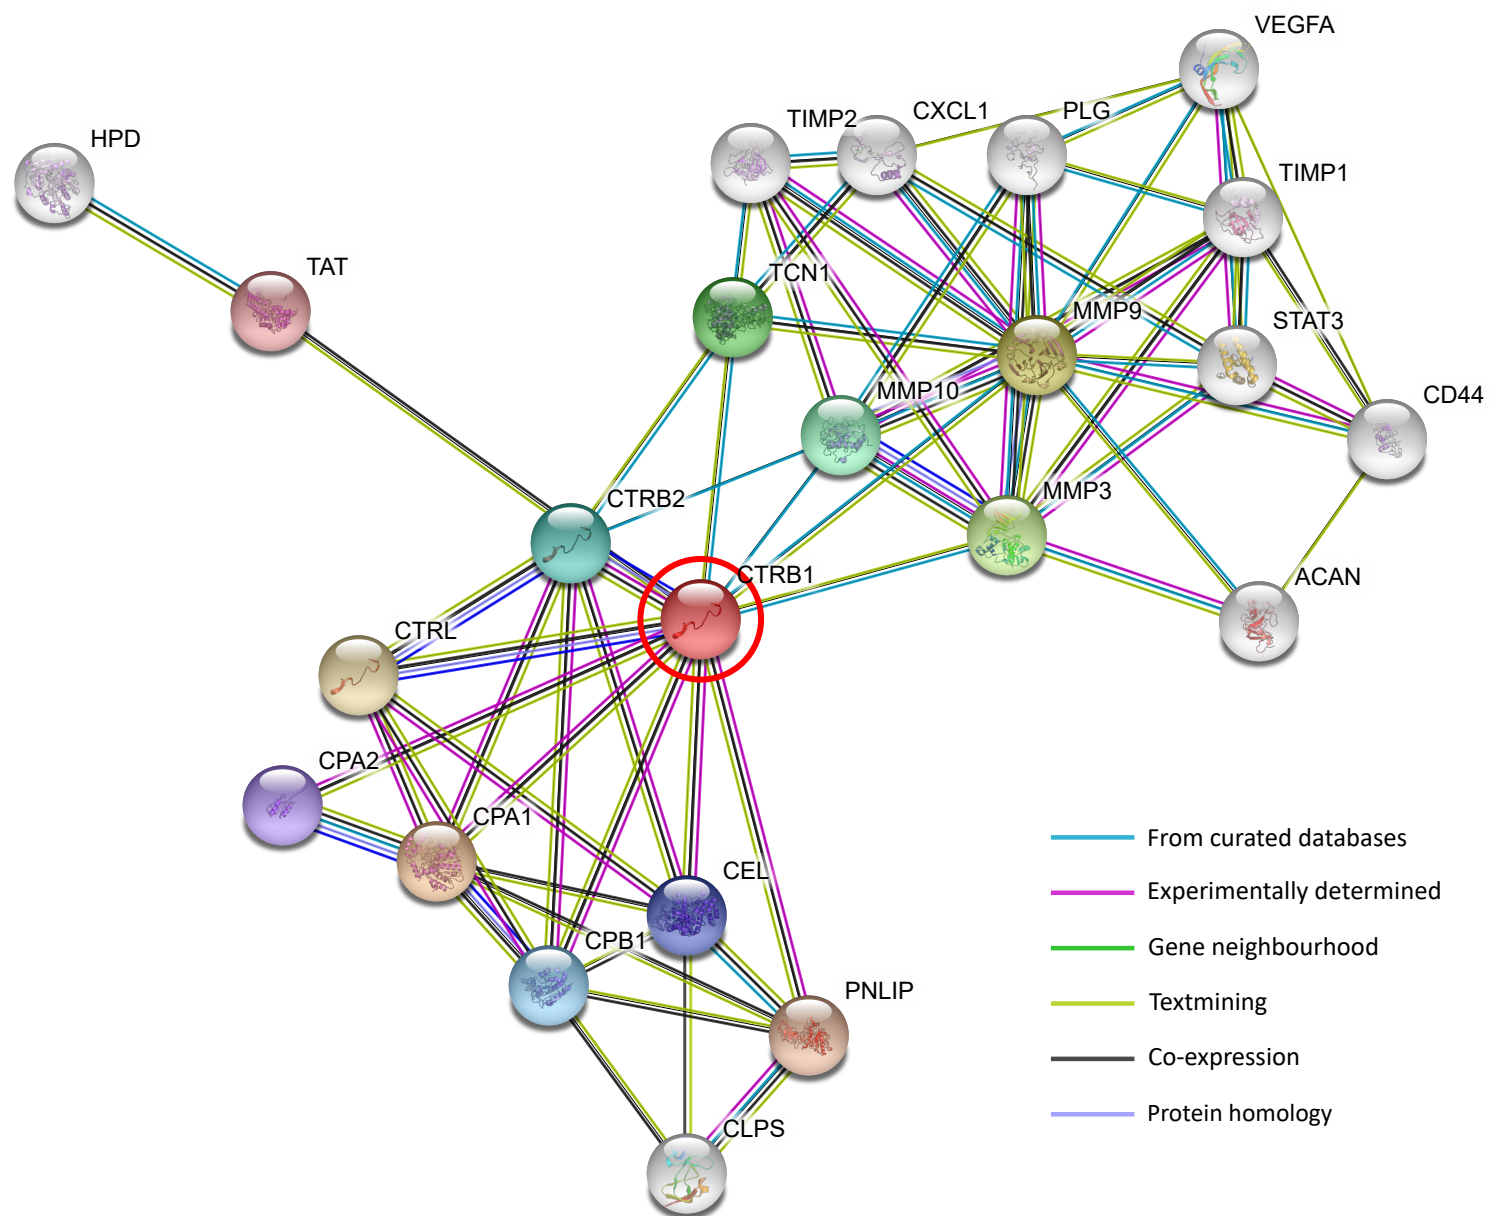

Supplementary Figure 6. Interacting proteins for CTRB1. High confidence interacting proteins for CTRB1 from the STRING database v11 web interface showing dominant interactions with peptidases and matrix metalloproteinases. Settings - network edge meaning (evidence), active interaction sources (all), minimum interaction score (high confidence 0.700), 1st shell (maximum 20 interactors), 2nd shell (maximum 10 interactors). Network diagram retrieved under CC-BY 4.0, <https://version-11-0.string-db.org/cgi/network.pl?networkId=pih1Mdxrh0St>.

A

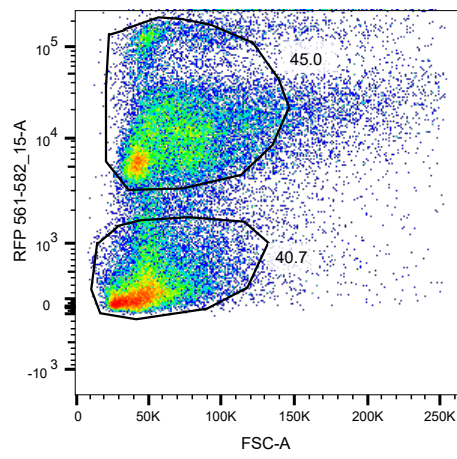

B

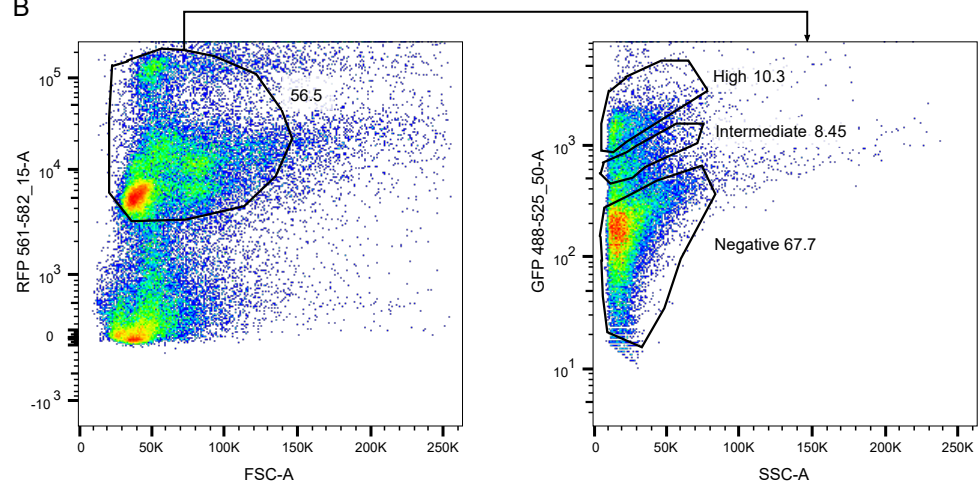

Supplementary Figure 7. Flow cytometry gating strategies of non GFP-only cell populations. (A) Sorting of Ai14 (RFP) Cre-reporter positive and negative cells. (B) Sorting of WT1(GFP)-defined populations of Ai14 (RFP) Cre-reporter positive cells.

| Gene symbol | Log <sub>2</sub> fold<br>change | FDR-adjusted p<br>value | Lineage-label status differentially<br>overexpressing population |
|-------------|---------------------------------|-------------------------|------------------------------------------------------------------|
| Col6a4      | -5.532                          | 0.008                   | Negative                                                         |
| Lamb3       | -4.263                          | 0.017                   | Negative                                                         |
| Lama2       | -2.591                          | <0.001                  | Negative                                                         |
| Col8a2      | -2.489                          | 0.015                   | Negative                                                         |
| Lamb1       | -2.182                          | 0.002                   | Negative                                                         |
| Col17a1     | 1.850                           | 0.003                   | Positive                                                         |
| Col11a2     | -1.838                          | 0.007                   | Negative                                                         |
| Col5a3      | -1.825                          | <0.001                  | Negative                                                         |
| Col15a1     | -1.765                          | 0.012                   | Negative                                                         |
| Lama4       | 1.646                           | <0.001                  | Positive                                                         |
| Col6a2      | -1.622                          | <0.001                  | Negative                                                         |
| Col4a1      | 1.604                           | <0.001                  | Positive                                                         |
| Col1a2      | -1.603                          | <0.001                  | Negative                                                         |
| Col4a2      | 1.548                           | 0.002                   | Positive                                                         |
| Col6a1      | -1.512                          | <0.001                  | Negative                                                         |
| Col1a1      | -1.471                          | <0.001                  | Negative                                                         |
| Col4a4      | 1.454                           | <0.001                  | Positive                                                         |
| Lama3       | 1.444                           | <0.001                  | Positive                                                         |
| Col13a1     | 1.404                           | <0.001                  | Positive                                                         |
| Col6a6      | -1.389                          | <0.001                  | Negative                                                         |
| Col12a1     | -1.363                          | 0.040                   | Negative                                                         |
| Lamb2       | 1.348                           | 0.003                   | Positive                                                         |
| Lama5       | 1.341                           | 0.032                   | Positive                                                         |

|                |        |       |          |
|----------------|--------|-------|----------|
| <b>Col8a1</b>  | 1.118  | 0.020 | Positive |
| <b>Col27a1</b> | 1.095  | 0.006 | Positive |
| <b>Col5a1</b>  | -0.987 | 0.019 | Negative |
| <b>Col14a1</b> | -0.960 | 0.008 | Negative |
| <b>Col5a2</b>  | 0.797  | 0.016 | Positive |
| <b>Lamc1</b>   | 0.677  | 0.032 | Positive |

Supplementary Table 1 - Lineage-labelled and unlabelled qHSCs differentially expressed complementary collagen and laminin species.

| Gene symbol    | Log2 fold change | Adjusted p value | WT1 status of differentially overexpressing population |
|----------------|------------------|------------------|--------------------------------------------------------|
| <b>Ccl11</b>   | -4.3757          | 1.15E-07         | Intermediate                                           |
| <b>Lyz1</b>    | -4.1133          | 1.01E-05         | Intermediate                                           |
| <b>Arg1</b>    | -3.8641          | 7.5E-07          | Intermediate                                           |
| <b>Inmt</b>    | -3.6277          | 1.15E-07         | Intermediate                                           |
| <b>Pf4</b>     | -3.5117          | 0.000258         | Intermediate                                           |
| <b>Pcolce2</b> | -3.4458          | 2.5E-05          | Intermediate                                           |
| <b>Dpep1</b>   | -3.4143          | 7.73E-07         | Intermediate                                           |
| <b>Gdf10</b>   | -3.3972          | 2.85E-05         | Intermediate                                           |
| <b>Pi16</b>    | -3.2733          | 2.5E-05          | Intermediate                                           |
| <b>Gsn</b>     | -3.2345          | 1.82E-05         | Intermediate                                           |
| <b>Pla1a</b>   | -2.9843          | 3.87E-06         | Intermediate                                           |
| <b>Ptx3</b>    | -2.8965          | 5.71E-06         | Intermediate                                           |
| <b>Osr2</b>    | -2.87            | 9.86E-06         | Intermediate                                           |
| <b>C1qa</b>    | -2.8323          | 1.29E-07         | Intermediate                                           |
| <b>Mmp12</b>   | -2.6339          | 0.004149         | Intermediate                                           |
| <b>C1qc</b>    | -2.6202          | 7.69E-07         | Intermediate                                           |
| <b>C1qb</b>    | -2.5514          | 2.59E-06         | Intermediate                                           |
| <b>Rarres1</b> | 2.5402           | 4.29E-05         | High                                                   |
| <b>Gpnmb</b>   | -2.5071          | 6.36E-05         | Intermediate                                           |
| <b>Ms4a7</b>   | -2.4677          | 0.000483         | Intermediate                                           |

Supplementary Table 2 - Top 20 differentially expression genes in comparisons between *WT1*-high and *WT1*-intermediate subpopulations of aHSCs in vivo.

| Gene symbol    | Log2 fold<br>change | Adjusted p<br>value | WT1 status of differentially<br>overexpressing population |
|----------------|---------------------|---------------------|-----------------------------------------------------------|
| <b>Dmkn</b>    | 8.794               | 1.3269E-12          | High                                                      |
| <b>Prg4</b>    | 8.307               | 8.3631E-13          | High                                                      |
| <b>Arg1</b>    | -8.03               | 1.0685E-10          | Negative                                                  |
| <b>Rarres2</b> | 7.86                | 8.3631E-13          | High                                                      |
| <b>Krt14</b>   | 7.819               | 3.4678E-11          | High                                                      |
| <b>Fcrls</b>   | -7.521              | 5.3118E-11          | Negative                                                  |
| <b>Upk1b</b>   | 7.434               | 6.9585E-11          | High                                                      |
| <b>Upk3b</b>   | 7.306               | 9.8281E-11          | High                                                      |
| <b>Igfbp5</b>  | 7.226               | 8.8402E-11          | High                                                      |
| <b>Msln</b>    | 7.164               | 1.1249E-11          | High                                                      |
| <b>Myl1</b>    | -7.109              | 3.4678E-11          | Negative                                                  |
| <b>Gpm6a</b>   | 6.953               | 8.1656E-12          | High                                                      |
| <b>Has1</b>    | 6.806               | 2.1566E-09          | High                                                      |
| <b>Cfb</b>     | 6.789               | 3.842E-11           | High                                                      |
| <b>H2-Aa</b>   | 6.778               | 2.7053E-11          | High                                                      |
| <b>Ccl12</b>   | -6.758              | 9.2492E-08          | Negative                                                  |
| <b>Gpnmb</b>   | -6.721              | 2.1615E-08          | Negative                                                  |
| <b>Acta1</b>   | -6.512              | 2.1882E-10          | Negative                                                  |
| <b>Cd74</b>    | 6.355               | 5.3742E-10          | High                                                      |
| <b>Tnnc1</b>   | -6.315              | 2.6887E-10          | Negative                                                  |

Supplementary Table 3 - Top 20 differentially expression genes in comparisons between *WT1* high and *WT1* negative subpopulations of aHSCs.

| Gene symbol    | Log2 fold change | Adjusted p value | WT1 status of differentially overexpressing population |
|----------------|------------------|------------------|--------------------------------------------------------|
| <b>Prg4</b>    | 7.9748           | 1.08E-12         | Intermediate                                           |
| <b>Rarres2</b> | 7.915            | 1.08E-12         | Intermediate                                           |
| <b>Dmkn</b>    | 7.8704           | 5.36E-12         | Intermediate                                           |
| <b>Krt14</b>   | 7.2921           | 5.9E-11          | Intermediate                                           |
| <b>Igfbp5</b>  | 7.0261           | 1.4E-10          | Intermediate                                           |
| <b>H2-Aa</b>   | 6.9981           | 2.42E-11         | Intermediate                                           |
| <b>Upk1b</b>   | 6.9706           | 1.56E-10         | Intermediate                                           |
| <b>Dpt</b>     | 6.9249           | 2.52E-10         | Intermediate                                           |
| <b>Myl1</b>    | -6.9241          | 5.78E-11         | Negative                                               |
| <b>Inmt</b>    | 6.9164           | 5.9E-11          | Intermediate                                           |
| <b>Cfb</b>     | 6.87             | 5.78E-11         | Intermediate                                           |
| <b>Gpm6a</b>   | 6.8095           | 1.06E-11         | Intermediate                                           |
| <b>Has1</b>    | 6.6571           | 3.25E-09         | Intermediate                                           |
| <b>Upk3b</b>   | 6.6196           | 2.99E-10         | Intermediate                                           |
| <b>Msln</b>    | 6.5455           | 3E-11            | Intermediate                                           |
| <b>Acta1</b>   | -6.4914          | 2.65E-10         | Negative                                               |
| <b>Fcrls</b>   | -6.4242          | 2.53E-10         | Negative                                               |
| <b>Tnnc1</b>   | -6.2547          | 3.49E-10         | Negative                                               |
| <b>Slpi</b>    | 6.2485           | 1.34E-08         | Intermediate                                           |
| <b>H2-Eb1</b>  | 6.2281           | 5.78E-11         | Intermediate                                           |

Supplementary Table 4 - Top 20 differentially expression genes in comparisons between *WT1* intermediate and *WT1* negative subpopulations of aHSCs.

| KEGG pathway name                            | pG      | pGFWER  | WT1 status of population<br>showing pathway activation |
|----------------------------------------------|---------|---------|--------------------------------------------------------|
| Chemokine signalling pathway                 | 4.6E-10 | 5.3E-08 | Intermediate                                           |
| Systemic lupus erythematosus                 | 8.5E-10 | 9.9E-08 | Intermediate                                           |
| Staphylococcus aureus infection              | 1.1E-07 | 1.3E-05 | Intermediate                                           |
| Complement and coagulation<br>cascades       | 8.4E-07 | 9.8E-05 | Intermediate                                           |
| Cytokine-cytokine receptor<br>interaction    | 1.8E-05 | 0.00209 | Intermediate                                           |
| Osteoclast differentiation                   | 1.8E-05 | 0.00211 | Intermediate                                           |
| Natural killer cell mediated<br>cytotoxicity | 3.2E-05 | 0.00377 | Intermediate                                           |

Supplementary Table 5 - KEGG pathway perturbations in between *WT1* high and *WT1* intermediate subpopulations of aHSCs determined by signalling pathway impact analysis of differentially expressed genes (pG, p-value combining probabilities of observed number of differentially expressed genes and perturbation accumulation in pathway; pGFWER, the significance after Bonferroni correction of pG).

| KEGG pathway name             | pG      | pGFWER  | <i>WT1</i> status of population<br>showing pathway activation |
|-------------------------------|---------|---------|---------------------------------------------------------------|
| ECM-receptor interaction      | 8.8E-07 | 0.00012 | High                                                          |
| Basal cell carcinoma          | 4.5E-05 | 0.00587 | High                                                          |
| NF-kappa B signalling pathway | 0.0001  | 0.01313 | Negative                                                      |
| Osteoclast differentiation    | 0.00026 | 0.03406 | Negative                                                      |

Supplementary Table 6 - KEGG pathway perturbations in between *WT1* high and *WT1* negative subpopulations of aHSCs determined by signalling pathway impact analysis of differentially expressed genes (pG, p-value combining probabilities of observed number of differentially expressed genes and perturbation accumulation in pathway; pGFWER, the significance after Bonferroni correction of pG).

| KEGG pathway name             | pG    | pGFWER  | <i>WT1</i> status of population<br>showing pathway activation |
|-------------------------------|-------|---------|---------------------------------------------------------------|
| ECM-receptor interaction      | 3E-06 | 0.00039 | Intermediate                                                  |
| NF-kappa B signalling pathway | 6E-06 | 0.00078 | Negative                                                      |

Supplementary Table 7 - KEGG pathway perturbations in between *WT1* intermediate and *WT1* negative subpopulations of aHSCs determined by signalling pathway impact analysis of differentially expressed genes (pG, p-value combining probabilities of observed number of differentially expressed genes and perturbation accumulation in pathway; pGFWER, the significance after Bonferroni correction of pG).

| Gene symbol   | Fold change | Adjusted p value | WT1 status of differentially overexpressing population |
|---------------|-------------|------------------|--------------------------------------------------------|
| <b>Ccl11</b>  | 20.759      | 1.15212E-07      | Intermediate                                           |
| <b>Pf4</b>    | 11.40579    | 0.000257526      | Intermediate                                           |
| <b>Gsn</b>    | 9.411944    | 1.81525E-05      | Intermediate                                           |
| <b>Mmp12</b>  | 6.207167    | 0.004149459      | Intermediate                                           |
| <b>Ccl9</b>   | 4.813333    | 2.09848E-05      | Intermediate                                           |
| <b>Mmp3</b>   | 4.517871    | 2.49604E-05      | Intermediate                                           |
| <b>Ccl6</b>   | 3.771895    | 5.08625E-05      | Intermediate                                           |
| <b>Cxcl14</b> | 3.383029    | 0.003462546      | Intermediate                                           |
| <b>Ccl24</b>  | 3.313129    | 0.008879136      | Intermediate                                           |
| <b>Ccr5</b>   | 2.966303    | 0.000301686      | Intermediate                                           |
| <b>Cx3cr1</b> | 2.916803    | 0.021352545      | Intermediate                                           |
| <b>Ccl4</b>   | 2.718726    | 0.008118698      | Intermediate                                           |
| <b>Pdgfrb</b> | 2.433579    | 0.000955426      | Intermediate                                           |
| <b>Cxcl9</b>  | 2.048755    | 0.042485613      | Intermediate                                           |
| <b>Cxcl2</b>  | 1.87038     | 0.028255619      | Intermediate                                           |
| <b>Ccl7</b>   | 1.771661    | 0.030386658      | Intermediate                                           |
| <b>Tgfb1</b>  | 1.712899    | 0.02539543       | Intermediate                                           |
| <b>Mmp2</b>   | 1.564492    | 0.049888163      | Intermediate                                           |
| <b>Mmp19</b>  | 1.416666    | 0.034822591      | High                                                   |
| <b>Col1a1</b> | N/A         | N/A              | N/A                                                    |
| <b>Col1a2</b> | N/A         | N/A              | N/A                                                    |
| <b>Timp1</b>  | N/A         | N/A              | N/A                                                    |
| <b>Acta2</b>  | N/A         | N/A              | N/A                                                    |

Supplementary Table 8 - Manually-curated list of differentially expressed fibrogenic genes in comparisons between *WT1*-high and *WT1*-intermediate subpopulations of aHSCs in vivo.

| Antigen                        | Vendor   | Product number | Clonality                     | Species | Dilution |
|--------------------------------|----------|----------------|-------------------------------|---------|----------|
| <b>GFP</b>                     | Abcam    | 6556           | Polyclonal                    | Rabbit  | 1:1000   |
| <b>PDGFR<math>\beta</math></b> | Abcam    | 32570          | Monoclonal (Y92)              | Rabbit  | 1:2000   |
| <b>RFP</b>                     | Rockland | 600-401-379    | Polyclonal                    | Rabbit  | 1:1000   |
|                                | Abcam    | 62341          | Polyclonal                    | Rabbit  | 1:200    |
| <b><math>\alpha</math>SMA</b>  | Sigma    | A2547          | Monoclonal (1A4)              | Mouse   | 1:1500   |
| <b>WT1</b>                     | Genetex  | GTX15249       | Polyclonal                    | Rabbit  | 1:10000  |
|                                | Abcam    | 89901          | Monoclonal (CAN-R9(IHC)-56-2) | Rabbit  | 1:1000   |
| <b>GFAP</b>                    | Dako     | Z0334          | Polyclonal                    | Rabbit  | 1:1500   |
| <b>Desmin</b>                  | Dako     | M0760          | Monoclonal (D33)              | Mouse   | 1:100    |
| <b>Pan-keratin</b>             | Dako     | Z0622          | Polyclonal                    | Rabbit  | 1:500    |

Supplementary Table 9 - Details of antibodies used.

| Gene target    | Forward                   | Reverse                   | UPL probe number |
|----------------|---------------------------|---------------------------|------------------|
| <b>18s</b>     | cgattggatggttagtgagg      | agttcgaccgtcttctcagc      | 81               |
| <b>Wt1</b>     | ggacgccctacagcagtg        | catctgattccaggcatgc       | 33               |
| <b>Timp1</b>   | gcaaagagctttctcaaagacc    | agggatagataaacagggaaacact | 76               |
| <b>Acta</b>    | ccagcaccatgaagatcaag      | tggaaggtagacagcgaagc      | 58               |
| <b>Col1a1</b>  | agacatgttcagctttgtggac    | gcagctgacttcagggatg       | 15               |
| <b>Angptl7</b> | gtcagtgtggtcatgcaggt      | ccgagactccatgtgcttg       | 78               |
| <b>Arg1</b>    | gaatctgcatgggcaacc        | Gaatcctggtacatctgggaac    | 2                |
| <b>Bmp1</b>    | cagacaagcgtcgggtgtg       | gtgatggagccattgagctt      | 27               |
| <b>Ccl12</b>   | gtccggaagctgaagagcta      | Tctccttatccagtatggtcctg   | 71               |
| <b>Ccr5</b>    | tcatgttagattgtacagctctcct | gtcggaaactgaccctgaaa      | 82               |
| <b>Cdh3</b>    | ccttgagggtggaaggaact      | tctccattgtctgcatggtg      | 1                |
| <b>Mmp27</b>   | agctgatcttcaagctgccta     | tgatgaccagaaattctcatct    | 45               |
| <b>Myipf</b>   | agaggatcttcgggacacct      | ccactggcttccttcatcat      | 46               |
| <b>Smpd3</b>   | tctacctctcgaccagcac       | tgctgctccagttgtcatc       | 17               |
| <b>Reln</b>    | ttctggaggacaacctcgac      | tcccatctgactgacagctatg    | 1                |
| <b>Upk3b</b>   | ggaggggtgagctcataggt      | cagttgctggtcactggac       | 2                |
| <b>Ubr5</b>    | ccagaagattgccaagctg       | ggcaaaccattcccatga        | 69               |

Supplementary Table 10 - Details of qPCR primers and probes.

# Supplementary material for: Embryonic mesothelial-derived hepatic lineage of quiescent and heterogenous scar-orchestrating cells defined but suppressed by WT1
**Source:** Nat Commun. 2019 Oct 15;10:4688. doi: 10.1038/s41467-019-12701-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1.

Description: Differentially expressed genes in E10.5 lineage-labelled qHSCs with reference to non-lineage labelled cells.

File Name: Supplementary Data 2.

Description: Differentially activated KEGG pathways in E10.5 lineage-labelled qHSCs with reference to non-lineage labelled cells.

File Name: Supplementary Data 3.

Description: Differentially expressed genes in WT1-high with reference to WT1-intermediate subpopulations aHSCs in vivo.

File Name: Supplementary Data 4.

Description: Differentially expressed genes in WT1-high with reference to WT1-negative subpopulations of aHSCs in vivo.

File Name: Supplementary Data 5.

Description: Differentially expressed genes in WT1-intermediate with reference to WT1-negative subpopulations of aHSCs in vivo.

File Name: Supplementary Data 6.

Description: Differentially expressed genes in WT1-high aHSCs with reference to E10.5 lineage-labelled qHSCs.

File Name: Supplementary Data 7.

Description: Differentially expressed genes in WT1-intermediate aHSCs with reference to E10.5 lineage-labelled qHSCs.

File Name: Supplementary Data 8.

Description: Differentially expressed genes in GFP-high aHSCs from chronically injured PDGFRβCre;WT1GFP/fl;Ai14 animals (WT1 deletion) with reference to GFP-high cells from injured PDGFRβCre;WT1GFP/+;Ai14 aHSCs in vivo.

File Name: Supplementary Data 9.

Description: Differentially expressed genes in GFP-intermediate aHSCs from chronically injured PDGFRβCre;WT1GFP/fl;Ai14 animals (WT1 deletion) with reference to GFP-intermediate cells from injured PDGFRβCre;WT1GFP/+;Ai14 aHSCs in vivo.

# Supplementary material for: Embryonic mesothelial-derived hepatic lineage of quiescent and heterogenous scar-orchestrating cells defined but suppressed by WT1
**Source:** Nat Commun. 2019 Oct 15;10:4688. doi: 10.1038/s41467-019-12701-9
**Supplement:** Supplementary file 13 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

BD FACSARIA, Micro-Manager, FIJI

Data analysis

RStudio, FlowJo

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNAseq and microarray datasets generated and analysed in the study have been deposited in the Gene Expression Omnibus (GEO), as accession number GSE103108. The authors declare that all other relevant data supporting the findings of this study are available within the Article and its Supplementary Information files, or from the corresponding author on reasonable request. A Reporting Summary for this Article is available as a Supplementary Information file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

*describe the data and its source.*

**Sampling strategy** *Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.*

**Data collection** *Describe the data collection procedure, including who recorded the data and how.*

**Timing and spatial scale** *Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken*

**Data exclusions** *If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.*

**Reproducibility** *Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.*

**Randomization** *Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.*

**Blinding** *Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.*

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

**Field conditions** *Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).*

**Location** *State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).*

**Access and import/export** *Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).*

**Disturbance** *Describe any disturbance caused by the study and how it was minimized.*

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Validation

All antibodies are commercially available and validated by the manufacturer for method and species.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

State the source of each cell line used.

## Authentication

Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.

## Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Palaeontology

## Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).

## Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

The animals used for injury modelling in this study were all on a C57Bl/6 background aged within 8–12 weeks old and >20g body weight at the start of the experiments. Male mice were used for in vivo studies; male and female mice were used for in vitro studies. WT1GFP/+ knockin reporter mice were originally provided by H. Sugiyama (Osaka University School of Medicine, Japan). WT1CreERT2/+;Ai14 mice for lineage tracing were created by crossing knockin mice expressing tamoxifen-inducible Cre recombinase at the WT1 promoter locus (WT1CreERT2/+) with the Ai14 Cre reporter. The WT1-conditional background (WT1fl/fl) was used to create lines allowing WT1 deletion. The constitutive PDGFRβCre line was obtained from N. Henderson (University of Edinburgh).

## Wild animals

Nil

## Field-collected samples

Nil

## Ethics oversight

All animal experiments were carried out under procedural guidelines, severity protocols and with ethical approval from the University of Edinburgh Animal Welfare and Ethical Review Body (AWERB) and the Home Office (UK).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Population characteristics

Anonymised tissue only used for illustration in human disease. Two cases of alcoholic liver disease, two cases of primary biliary cirrhosis, two cases of cryptogenic cirrhosis, and one each of chronic viral hepatitis (HCV), and primary sclerosing cholangitis.

## Recruitment

No recruitment needed.

## Ethics oversight

Human tissue was obtained by approved application to the Lothian NRS Human Annotated Bioresource that is authorised to provide unconsented anonymised tissue under ethical approval number 15/ES/0094 from the East of Scotland Research Ethics Service REC 1.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

### Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

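RNA was measured in 16 samples of mouse hepatic stellate cells. Of these, 6 were quiescent cells of 3 animals, sorted into lineage label-positive and label-negative fractions, and 10 were activated cells of 6 animals, sorted into GFP-high and GFP-intermediate fractions of WT1-deleted and control animals. Samples were grouped by the sample labels and the paper, and 1 GFP-intermediate control sample was pooled from 2 animals.

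The authors sequenced the RNA on an Illumina HiSeq, mapped the reads with bowtie 2 and determined differential expression with Cuffdiff2 at an adjusted p-value threshold of 0.05. The paper's text does not name the genome build, the annotation, the tool versions or the normalisation options. It names DESeq2 as the authors' tool for the principal component analysis. The authors deposited FPKM values, 1 for each group and called gene, so replicates had been combined before deposit. The log2 fold change in the authors' deposited tables is the log2 of the ratio of these FPKM values, and is infinite where a group is at 0. The p-value and q-value in the authors' deposited tables are those of Cuffdiff2, with a smallest p-value of 5e-05. The named rows are all below a q-value of 0.05, which limits every count to called genes. The tables of FPKM for the WT1 deletion hold in addition 108 loci without a gene name for GFP-high and 149 for GFP-intermediate cells, which have no row in the authors' comparisons. No column of FPKM values was left unused.

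Neither counts nor values per sample were used, so the depth of each sample is unknown, no standard deviation can be given, no gene was tested again, and the tests planned for counts or for values per sample were replaced by those planned for group values. From the deposited values the log2 ratio of the group FPKM was computed without a pseudocount for named genes, and log2(FPKM + 1) was used to rank genes. The genes named in the text are those the paper names for these comparisons, the genes of the lists, and in each comparison the 5 with the largest rise and the 5 with the largest fall among rows with an FPKM of at least 1 in the higher group. Genes called in both WT1 deletion comparisons, and genes named for a limit of their values, were added after their values were seen.

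The lists, written before the data were examined, were liver sinusoidal endothelial, T, NK and B lymphocyte, macrophage, hepatocyte, cholangiocyte, pancreatic acinar and quiescent hepatic stellate cell genes, female and male genes, the mesothelial genes of Fig. 7a, the collagens and laminins of Supplementary Table 1, the fibrogenic genes of Supplementary Table 8, and genes of Wnt signalling and DNA replication. A granulocyte list of 31 genes was chosen after its values were seen and was kept out of the adjustment. A row belonged to a list if it named any gene of it. The directions of a list's called rows were compared with those of all other called rows by a two-sided Fisher's exact test where at least 5 rows were called, with Benjamini-Hochberg adjustment over the lists tested in a comparison, 10 in qHSCs, 0 in GFP-high and 4 in GFP-intermediate aHSCs. Directions shared by both fractions were compared with equal odds by a two-sided exact binomial test. On simulated directions with lists of 15 genes, the list test called 92.5% of changed and 0.25% of unchanged lists among 5716 genes, and 98.5% and 1.25% among 419 genes. Unchanged genes had their directions drawn independently, whereas genes of a real list can move together and the lists differ in size. These rates therefore need not hold for the tests reported here.

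Pathway membership was taken from the gene identifiers of Supplementary Data 2, through the GENCODE vM21 annotation. The copy used here has 81 pathways, and 58 have a whole gene list. The copies of Supplementary Data 8 and 9 used here have 49 and 323 rows, and in the latter 39 identifiers are on 2 rows each. Both were therefore used only for single genes and for numbers of rows, and no list was tested on them. Both give a base mean and a log2 fold change with a standard error, columns that the deposited tables do not have. The copy of Supplementary Data 1 used here has 1999 rows, all with the deposited FPKM. Processed pseudogenes named singly in the deletion tables were aligned to the protein-coding transcripts of GENCODE vM21 with blastn 2.17.0, and a transcript at least 97% identical over at least 90% of the pseudogene was taken as nearly identical. The limits by which the tests of the closing section were read were set after values had been seen. They were this identity and length, at least 90% of a list's called rows for almost all, 3 genes for several and an FPKM of 10 for a high level. Calculations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

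The alternatives were a q-value threshold of 0.01, an FPKM of at least 1 in the higher group, an absolute log2 fold change of at least 1, each gene identifier counted once, pseudocounts of 1 and 0.1 for log2 changes and, added after the data were seen, rows that name 1 gene only, the granulocyte list with and without the genes that prompted it, and some of these settings for further lists. Gene ontology terms were not analysed here, since no annotation of terms was used. The values of 1 gene of the lists are not reported here. Principal components and the comparisons of qHSCs with aHSCs were not analysed here.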

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

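The tests in this part were chosen after the result was seen. The tables of group FPKM for the WT1 deletion hold loci that carry no gene name and that the paper does not discuss. In GFP-high aHSCs there were 108 of them, and 32 were higher in WT1-deleted than in control cells while 76 were lower. In GFP-intermediate aHSCs there were 149, and 30 were higher after deletion while 119 were lower. They drew attention because values above the control level appear in rows outside the genes the paper analysed. No q-value was used for these loci. Most of these values are against a group listed at 0, since the control was listed at 0 for 29 loci in each fraction and the WT1-deleted group for 72 in GFP-high and 116 in GFP-intermediate cells.

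Some values in GFP-high cells were very large. The largest FPKM was 5997930, and 43 loci exceeded 1000, against 0 in GFP-intermediate cells, where the largest was 919. In GFP-high cells 53 loci were shorter than 100 bases, with a median FPKM of 3750 in the higher group, and the other 55 had a median of 2.86. One candidate explanation is the short length of the loci, since FPKM divides by length. Spearman's rho between length and FPKM across loci was -0.89 in GFP-high and -0.78 in GFP-intermediate cells. This test decides nothing, because a called locus needs a minimum of reads and FPKM divides them by length, which makes rho negative in part by construction. Whether the loci reflect length, the assembly of transcripts or an effect of WT1 deletion cannot be told apart from group values alone, and a biological explanation was not tested.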

How the results depend on the processing

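The alternatives were set before the data were examined, except rows that name 1 gene only and the granulocyte list with its shorter form, and for the other lists an absolute log2 fold change of at least 1 in qHSCs and an FPKM of at least 1 in GFP-intermediate aHSCs, which were added after the data were seen. No paired analysis was possible because the deposited values are 1 number for each group and carry no replicate. For the same reason leaving out each replicate in turn, the replicate block, DESeq2 and other splits of the samples were not run, and no result was checked against a single animal.

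With a q-value threshold of 0.01, the number of rows called in GFP-intermediate aHSCs fell from 419 to 191, with 68 in place of 156 higher and 123 in place of 263 lower. This follows from the stricter threshold. In qHSCs 4368 of 5716 and in GFP-high aHSCs 86 of 123 rows passed it, both within 1.5 times. Of the 307 values of single genes named or listed, 53 did not pass the threshold of 0.01. Directions shared by both fractions, 33 of 45 with p = 0.0025, became 19 of 27 with p = 0.0522 at a q-value below 0.01 in both (two-sided exact binomial test). Fewer rows enter that test. With an FPKM of at least 1, 32 of 44 rows had the same direction, with p = 0.0037 in the same exact test. The fractions share animals, so equal odds is not the value to expect without an effect of WT1. None of these p-values decides whether the fractions share a response.

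With a pseudocount of 0.1 in place of 1, the median absolute log2 change of called genes moved from 1.12 to 1.41 in qHSCs, from 1.40 to 2.19 in GFP-high and from 1.39 to 1.63 in GFP-intermediate aHSCs, and that of the collagens and laminins from 1.22 to 1.48, since a smaller pseudocount shrinks low values less. The sign of a single gene's change cannot differ between pseudocounts. An absolute log2 fold change of at least 1 left 4644 rows in qHSCs and removed no row from either deletion table, so it tests nothing there. In qHSCs 11 single genes named or listed fell below it.

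For the quiescent hepatic stellate cell list in qHSCs, 6 of 12 called genes were higher in label-positive cells, and at a q-value below 0.01 6 of 11 were, which put the list on the other side of the remaining genes (adjusted p = 0.824, and 1 before). With an absolute log2 fold change of at least 1, 6 of 12 also lay on that other side (adjusted p = 1), as the share of higher genes among the rest had fallen. None of these is past the threshold. Apart from the granulocyte list, the other list tests in qHSCs kept their direction and their side of the threshold at a q-value below 0.01, an FPKM of at least 1 and an absolute log2 fold change of at least 1. Those in GFP-intermediate aHSCs did so at a q-value below 0.01, an FPKM of at least 1 and with each gene identifier counted once, where these gave a value. The granulocyte list, run at a q-value below 0.01 and an FPKM of at least 1 only, kept its direction and its side of the threshold in each comparison where these gave a value. The Wnt list in GFP-intermediate cells and the granulocyte list there had fewer than 5 called genes at a q-value below 0.01 and gave no value. Without S100a8, S100a9 and Ngp, 19 of 20 called genes of the granulocyte list were higher in label-negative qHSCs (two-sided Fisher's exact test, p = 1.8e-05). In the deletion comparisons too few were called for a value. The whole list was chosen after its values were seen, so leaving out these 3 genes does not make this p-value a test of granulocytes. The number of pathways with more lower than higher genes was 30, and 29 and 37 with an FPKM of at least 1 and a q-value below 0.01. The depth of the samples is unknown, so what it limits was not assessed.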

Differences from the paper's values

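In GFP-high aHSCs the deposited table held 95 higher rows after WT1 deletion, against the paper's 40, and 28 lower rows, against the paper's 10. Of the alternatives set before the data were examined, a q-value below 0.01 gave 64 and 22, an FPKM of at least 1 gave 80 and 26, an absolute log2 fold change of at least 1 gave 95 and 28, and each gene identifier counted once gave 141 and 38, so none of them closed either gap. Rows that name 1 gene only, chosen after the values were seen, gave 85 and 22. In GFP-intermediate aHSCs it held 263 lower rows, against the paper's 170. A q-value below 0.01, with 123, and an FPKM of at least 1, with 251, brought the number within 1.5 times of the paper's. The same q-value threshold took the higher rows from 156, against the paper's 155, to 68, which is not within 1.5 times. For the lower rows an absolute log2 fold change of at least 1, with 263, and each gene identifier counted once, with 282, did not. Rows that name 1 gene only, chosen after the values were seen, gave 246, also within 1.5 times. The copies of Supplementary Data 8 and 9 used here hold 39 higher and 10 lower rows and 153 higher and 170 lower rows, close to the paper's 40 and 10 and 155 and 170. In the copy of Supplementary Data 9 39 identifiers are on 2 rows each, so its numbers are of rows and not of genes. Both copies give a base mean and a standard error, which the deposited tables do not. The values of these supplements and the deposited values therefore come from different calculations.

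The log2 ratio of the group FPKM was compared with the paper's log2 fold change in Supplementary Data 9 for 29 rows in GFP-intermediate aHSCs. All 29 had the larger size here, and 12 differed by more than the paper's standard error while 17 did not. For the 2 genes compared in GFP-high aHSCs, Mmp2 and Retnlg, the difference from Supplementary Data 8 was within the paper's standard error, with 2.44 here and 2.43 in the paper for Mmp2. For the 12, the value here and the paper's were -3.91 and -3.07 for Atp6v0d2, -2.34 and -1.98 for C1qa, -2.36 and -1.81 for the row of C1qb and C1qc, and -1.91 and -1.47 for Cd5l. They were -1.89 and -1.40 for Ctss, -1.82 and -1.34 for Cybb, -2.54 and -2.15 for Folr2, and -3.77 and -2.70 for Mmp12. They were -1.97 and -1.41 for Stab1, -2.20 and -1.63 for Trem2, -2.27 and -1.60 for Vsig4, and 1.99 and 1.39 for Wnt5a. A pseudocount of 0.1 closed none of these gaps. A pseudocount of 1, also set before the data were examined, brought 3 of the 12 within the paper's standard error, Atp6v0d2 with -3.16, C1qa with -2.33 and Folr2 with -2.45, and took Cd22 out of it, with -1.82 and the paper's -2.19, so that 10 of the 29 differed, and 26 had the larger size here.

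The paper states that no qHSC population expressed mesothelial genes. Here 10 of the genes of Fig. 7a had values in qHSCs, with an FPKM of 15.8 for Krt18 and 4.67 for Msln in label-positive cells. Whether qHSCs or other cells in the samples carried these transcripts cannot be told from group values. The median log2 ratio of the 10 genes was 1.39, near the 1.31 of all genes higher in label-positive cells. The paper states that label-positive and label-negative cells expressed separate ECM components. Here all 29 genes had an FPKM above 0 in both groups, and 22 had at least 1 in both. The finite log2 fold changes of Supplementary Table 1 already imply values above 0. The log2 ratios here did not differ from that table, on which the paper's wording rests. These values therefore bear on whether a component was absent from a group, and not on which group had more of it. The paper names Ctrb1 as the most downregulated gene in GFP-intermediate cells after WT1 deletion. Values for Ctrb1 were not analysed here, so no difference from the paper can be shown for it. Among the genes analysed the largest fall on log2(FPKM + 1) was that of Igkv1-88, from an FPKM of 13.2 to a value listed at 0. That ranking is another measure than the paper's log fold change, which is infinite here for every row listed at 0 after deletion.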

Other observations

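The tests on lymphocytes alone, on an even lowering of other genes, on macrophages and acinar genes after WT1 deletion, on granulocytes, on opposite directions and on pseudogenes were chosen after the result was seen, as were the granulocyte list and the limits by which all tests in this part were read. All are compared among called genes, which hides genes that did not change. Another list also held 4 of the fibrogenic genes, 2 each of the cholangiocyte, mesothelial and collagen and laminin genes, 1 of the macrophage and 1 of the stellate cell genes, and 0 of the genes of every other list written before the data were examined. Hepatic stellate cells also express some of these genes, and how many was not determined here.

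Immune genes were higher in lineage label-negative qHSCs. Macrophages and lymphocytes together were tested as a source. Of the called macrophage genes 12 were higher in label-positive cells. This argues against macrophages of the Kupffer kind as the source of the immune genes that were higher in label-negative cells. It does not exclude such macrophages from the label-negative fraction, where Clec4f had an FPKM of 34.2. Lyz2 and Cybb, higher in label-negative cells, leave other myeloid cells open. Lymphocyte RNA remains a candidate explanation, since 20 of 20 called lymphocyte genes were higher in label-negative cells, Ighm being the most abundant with an FPKM of 672 and 94.2. Granulocyte RNA may also contribute. Of 23 called genes of the granulocyte list 22 were higher in label-negative cells (two-sided Fisher's exact test across genes, p = 2.4e-06). Without S100a8, S100a9 and Ngp, which had drawn attention to these cells, 19 of 20 were. The list was chosen after its values were seen, so the p-value cannot decide whether granulocytes were present. S100a9 had an FPKM of 1147 and 236, and Wfdc21 went the other way. The study's own reading, immune functions of label-negative stellate cells, was not tested, because the values do not come from single cells.

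Vascular genes were higher in label-positive qHSCs, and 19 of 19 called endothelial genes were, so sinusoidal endothelial cells in that fraction are a candidate explanation. Metabolic genes were higher too, and 22 of 23 called hepatocyte genes were (adjusted p = 1.9e-05), Alb with an FPKM of 107 and 302 and Fabp1 with 24.1 and 478. RNA of hepatocytes is a candidate source, although the log2 ratios of these genes ran from 1.19 for Fga to 5.05 for Mup20, and Hp was lower. Called cholangiocyte genes were 4, all higher in label-positive cells, too few for a test. Acinar genes were also present, 14 called and all 14 higher in label-positive cells (adjusted p = 3.0e-04). Of these, 13 had an FPKM of at least 10 in label-positive cells, Prss2 being the most abundant with 181, so the presence of acinar RNA in the qHSC samples is a candidate explanation for the lower Ctrb1 in aHSCs than in qHSCs that the paper reports. Values for Ctrb1 were not analysed here. The endothelial and acinar lists had median log2 ratios of 1.45 and 1.52 and the median of all higher genes was 1.31. An even lowering of all other genes by lymphocyte RNA in the label-negative fraction was tested for both patterns. For hepatocyte genes it is argued against as the whole cause, since 14 of them with an FPKM of at least 10 in label-positive cells had log2 ratios beyond 1.86, the largest of any called endothelial or acinar gene. For the endothelial and acinar genes it cannot be told apart from RNA of other cells. Of the 12 called genes of the stellate cell list 6 were lower and 6 higher in label-positive cells, but 2 of the lower ones reached an FPKM of 10, Dcn with 109 and 49.0 and Vipr1 with 15.3 and 2.35, too few to decide. Among the higher ones Hgf had 17.0 and 44.1. The 12 called stellate cell genes had a median FPKM of 1.93 in label-negative and 1.72 in label-positive cells, and Pdgfrb had 0.905 and 0.370. The 19 called endothelial genes had medians of 184 and 583. Genes that were not called have no value, so these medians do not give the level of either whole list.

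For DNA replication genes in qHSCs 3 were called, 1 higher and 2 lower, and for Wnt signalling 13, 9 higher and 4 lower (adjusted p = 0.381). No row of the female or male list was called in any comparison. In GFP-high aHSCs 1 lymphocyte, 2 hepatocyte and 1 Wnt row were called, all higher after WT1 deletion. In GFP-intermediate aHSCs 2 lymphocyte and 2 endothelial rows were lower, 2 cholangiocyte rows were higher, and of the stellate cell list 3 were higher and 1 lower.

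After WT1 deletion in GFP-intermediate aHSCs 17 of 17 called macrophage rows were lower, with Ctss, the most abundant, at an FPKM of 1799 and 486. Fewer macrophages in the WT1-deleted samples are a candidate explanation, as is an effect of WT1 on aHSCs, and with 2 samples per group the values leave both open. Acinar genes were lower in 10 of 10 called rows and listed at 0 after deletion, which is consistent with RNA of acinar cells in some control samples. The paper's most reduced gene, Ctrb1, is a digestive enzyme of acinar cells, and how its reduction divides between these explanations was not analysed here.

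S100a8, S100a9 and Ngp were lower after WT1 deletion in both fractions. S100a8 fell from an FPKM of 268 to 81.1 in GFP-high and from 412 to 123 in GFP-intermediate cells. These 3 genes prompted the granulocyte list and decide nothing about it. Without them 3 other genes of the list were called in GFP-high and 4 in GFP-intermediate cells, all lower, too few for a test. Fewer granulocytes in the WT1-deleted GFP-high and GFP-intermediate fractions therefore cannot be told apart from a change in aHSCs, which was not tested.

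Of the shared rows 11 were higher in GFP-high and lower in GFP-intermediate cells after WT1 deletion, among them Atp6v0d2, Gpnmb, Fabp5, Cd207, Ms4a7 and Pf4, chosen after their values were seen. In all 11 the control FPKM was higher in GFP-intermediate than in GFP-high cells, in tables normalised separately, with medians of 53.5 and 5.74, and after WT1 deletion the medians were 14.1 and 27.2. Rows picked for a rise in one fraction and a fall in the other favour such a difference between the controls. More macrophage RNA in GFP-high and less in GFP-intermediate cells was considered, but 0 macrophage genes of the list were called in GFP-high cells, and this source cannot be told apart from a difference in the response of the fractions, which was not tested.

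Processed pseudogenes were among the largest changes after WT1 deletion, Gm11942 rising from an FPKM of 1.07 to 228 in GFP-high and from 1.41 to 223 in GFP-intermediate cells. Reads shared with a near-identical expressed gene were considered as the source. Of 10 called processed pseudogenes 5 had a protein-coding transcript at least 97% identical over at least 90% of their length, and at least 95% identity gave 7, Gm12892 and Gm13456 being 96.8% identical to Ckb and Eef1a1. Whether most of the 10 have such a transcript thus depends on a limit set after values had been seen, and for the 10 as a set shared reads and expression of the pseudogenes cannot be told apart.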
